# Apocynin-Treatment Reverses Hyperoxaluria Induced Changes in NADPH Oxidase System Expression in Rat Kidneys: A Transcriptional Study

**DOI:** 10.1371/journal.pone.0047738

**Published:** 2012-10-16

**Authors:** Sunil Joshi, Benjamin T. Saylor, Wei Wang, Ammon B. Peck, Saeed R. Khan

## Abstract

**Purpose:**

We have previously shown that production of reactive oxygen species (ROS) is an important contributor to renal injury and inflammation following exposure to oxalate (Ox) or calcium-oxalate (CaOx) crystals. The present study was conducted, utilizing global transcriptome analyses, to determine the effect of Apocynin on changes in the NADPH oxidase system activated in kidneys of rats fed a diet leading to hyperoxaluria and CaOx crystal deposition.

**Approach:**

Age-, sex- and weight-matched rats were either fed regular rat chow or regular rat chow supplemented with 5% w/w hydroxy-L-proline (HLP). Half of the rats on the HLP diet were also placed on Apocynin-supplemented H_2_O. After 28 days, each rat was euthanized, their kidneys freshly explanted and dissected to obtain both cortex and medulla tissues. Total RNA was extracted from each tissue and subjected to genomic microarrays to obtain global transcriptome data. KEGG was used to identify gene clusters with differentially expressed genes. Immunohistochemistry was used to confirm protein expressions of selected genes.

**Results:**

Genes encoding both membrane- and cytosolic-NADPH oxidase complex-associated proteins, together with *p21rac* and *Rap1a*, were coordinately up-regulated significantly in both renal medulla and cortex tissues in the HLP-fed rats compared to normal healthy untreated controls. Activation of NADPH oxidase appears to occur via the angiotensin-II/angiotensin-II receptor-2 pathway, although the DAG-PKC pathway of neutrophils may also contribute. Immuno histochemical staining confirmed up-regulated gene expressions. Simultaneously, genes encoding ROS scavenger proteins were down-regulated. HLP-fed rats receiving Apocynin had a complete reversal in the differential-expression of the NADPH oxidase system genes, despite showing similar levels of hyperoxaluria.

**Conclusions:**

A strong up-regulation of an oxidative/respiratory burst involving the NADPH oxidase system, activated via the angiotensin-II and most likely the DAG-PKC pathways, occurs in kidneys of hyperoxaluric rats. Apocynin treatment reversed this activation without affecting the levels of hyperoxaluria.

## Introduction

Oxalate (Ox) is a naturally-occurring, highly oxidized organic compound with powerful chelating activity that can cause death at high concentrations in animals and occasionally humans due to its toxic corrosive effects on cells. More commonly, however, higher concentrations of Ox in human fluids can cause a variety of pathological disorders, including hyperoxaluria, cardiomyopathy, cardiac conductance disorders, renal failure and, in particular, calcium oxalate (CaOx) nephrolithiasis [1]–[3]. Although oxalate can be absorbed by all segments of the intestinal tract, the large intestine appears to be where greatly enhanced oxalate absorption occurs in patients with enteric hyperoxaluria due to ileal disease [4], [5], chronic inflammatory bowel disease [6], as well as fat malabsorption, steatorrhea and sprue [5]. Enteric hyperoxaluria is also a well-documented entity observed in gastrointestinal diseases, such as colitis or Crohn's disease or following ileal resection in jejuno-ileal bypass surgery, and now certain bariatric surgeries for obesity [6]–[10].

Although Ox is endogenously produced via liver metabolism, dietary Ox is also a major contributor to urinary Ox excretion in most individuals, with recent studies indicating that dietary Ox can contribute as much as 50% of the daily urinary oxalate excretion [7], [8]. Unfortunately, hyperoxaluria even in the absence of elevated calcium can induce CaOx crystallization in the kidneys, suggesting a prominent role for both urinary calcium and oxalate in the formation and retention of CaOx crystals in renal tissues of susceptible individuals and subsequent formation of kidney stones. Pathologically, evidence clearly points to activation of a number of pathways [11]–[13] and renal injury in the presence of either hyperoxaluria or calcium oxalate crystal depositions in renal tissue [14].

In order to study the dynamics of calcium oxalate nephrolithiasis, nephrocalcinosis, metabolic acidosis, hematuria and renal failure, a number of animal models have been developed. The best studied models involve the ingestion of ethylene glycol (EG) or hydroxy-L-proline (HLP). Rats treated with EG or HLP develop hyperoxaluria leading to crystal deposition and production of reactive oxygen species (ROS), lipid peroxidation and cellular injury [15]–[21]. ROS induce up-regulated expression of various factors, including bikunin, osteopontin, Tamm-Horsfall protein, and matrix Gla protein, each thought to play a protective role against renal injury [14], [22]–[24].

Earlier studies from our laboratory [23]–[26], as well as others [27]–[31], [34], have shown that cellular exposure to Ox and/or CaOx crystals leads to activation of NADPH oxidase, production of ROS and increased expression of molecules such as osteopontin (OPN) and monocyte chemoattractant protein-1 (MCP-1/Ccl2). These changes could be reduced by NADPH oxidase inhibitors, e.g., DPI [25]–[29] and Apocynin [31]. Although ROS may be produced in numerous non-phagocytic cell types by either the NADPH oxidase complex or an NADH-dependent ROS-generating activity, the respiratory burst of phagocytes of the innate immune system, in particular neutrophils and macrophages, is a result of NADPH oxidase activation [35]. NADPH oxidase is a dynamic complex comprised of a membrane-associated low potential heterodimeric flavocytochrome b_558_ plus several cytosolic components that translocate to the membrane cytochrome. Flavocytochrome b_558_ consists of three subunits, gp91*^Phox^* (also referred to as Nox2), p22*^Phox^* and Rap1a. While the flavocytochrome contains all the catalytic machinery required for electron transfer from NADPH to molecular O_2_, regulated activation of NADPH oxidase requires the translocation of several cytosolic regulatory subunits, p47*^Phox^*, p40*^Phox^* and p67*^Phox^*, plus the small G-protein p21rac, to the membrane where they associate with flavocytochrome b_558_. In the distal tubular cells of the renal cortex, the protein Nox4 substitutes for gp91*^Phox^* in the NADPH oxidase complex [36]. Irrespective, the activation of the NADPH oxidase pathway(s), which we predict are angiotensin receptor (Agtr)-activated in renal tissues, is depicted in Figure 1, and is the focus of the present study.

**Figure 1:**
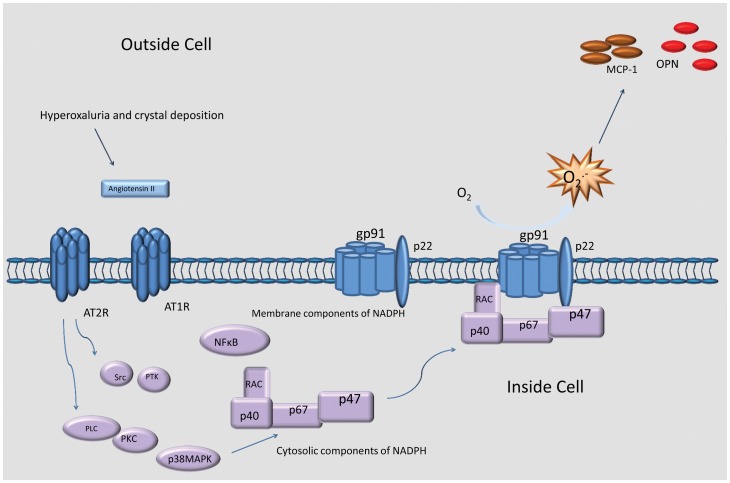
Summary of the proposed activation of Nox-2 and Nox-4 NADPH oxidases in the kidney. The figure shows various cytosolic and membrane components of NADPH oxidase subunits getting activated via Renin/angiotensin receptor-2 activation of the NADPH-oxidases during the development of hyperoxaluria, resulting in increased production of reactive oxygen species (ROS).

In the present study, we have analyzed changes in the global transcriptome of renal tissues following development of hyperoxaluria in rats fed HLP over a 4 week period, either with or without Apocynin treatment. All rats fed HLP developed hyperoxaluria as well as depositions of CaOx crystals in the kidneys. Results presented herein show an increase in the expression of genes involved in the activation of NADPH oxidase with a concomitant decrease in the expression of genes encoding the ROS scavenger proteins, catalase (Cat) and superoxide dismutase-1 (Sod1), in response to hyperoxaluria and crystal deposition. Oral treatment with Apocynin, a known inhibitor of NADPH oxidase complex assembly and oxidative stress, reversed not only the transcriptome profile of the NADPH oxidase-associated genes, but also multiple molecular pathways involving numerous cell components. These data raise the possibility that apocynin is a broad-spectrum anti-oxidant.

## Materials and Methods

### Animal model

Male Sprague–Dawley rats (n = 18), 8 weeks of age and weighing on average about 150 gm, were purchased from Harlan Laboratories and permitted to acclimate for 2 weeks within the University of Florida's Animal Care Facilities prior to any experimental procedures. Rats were divided into three groups of 6 each: Group 1 rats were fed a normal rat chow and sterile water, Group 2 rats received a diet similar to Group 1 rats, except the food was supplemented with HLP (ICN Biochemicals, Aurora, OH) to 5%, while Group 3 rats received a diet similar to Group 2 rats, except their water was supplemented with Apocynin to 4 mM. To prepare the rat chow, feed pellets were ground, then moistened with water and formed into “cookies”, which were individually weighed. All rats had free access to food and water, and consumption of food and intake of water were recorded daily. Each rat was weighed weekly to check its growth. At day 28 post-treatment, the rats were sedated, then euthanized and their kidneys freshly explanted. All procedures were approved by the University of Florida's IACUC and were in accord with recommendations of the NIH Guide for the Care and Use of Laboratory Animals.

### RNA preparation and detection of differentially expressed genes by microarray analyses

Preparation of total RNA from each of the 36 individual specimens was performed as described in detail elsewhere [25]. In brief, renal tissues were freshly excised after 4 weeks of HLP treatment, surgically separated into medulla and cortex, then snap-frozen in liquid nitrogen and stored at −80°C. Total RNA from a small piece of each cortex and each medulla from each rat within the three different treatment groups were isolated concurrently (for a total of 6 RNA preparations for each experimental group) using the RNeasy Mini-Kit (Qiagen, Valencia, CA), as per the manufacturers protocol, and single hybridizations were carried out with each of the 36 individual RNA samples using the IlluminaTM RatRef-12 Expression BeadChip, per manufacturer's instructions. This permitted a replicate of n = 6 for each comparative group from which to calculate a mean value and standard deviation. The RatRef-12 Expression BeadChip contained >22,000 genes expressed in the rat genome. All microarray data have been deposited with Gene Expression Omnibus (GSE36446).

### Microarray analysis and Data Mining

Microarray analysis was conducted at the University of Florida's Interdisciplinary Center for Biotechnology Research using the Illumina^TM^ bead array reader, while all gene expression data were analyzed using The Genome Studio Gene Expression Module V1.0. Before comparative analysis, the individual signal intensity values obtained from the microarray probes were log transformed (using 2 as the base) and normalized between all individual samples within the six sets in this study. After normalizing the signal intensity values for each of the 36 arrays, the Student's t-test was performed considering a probe-by-probe comparison between two groups at a time. In each comparison, p-value and fold changes (FC) were computed for each gene based on the n = 6 replicate samples within each experimental group and volcano plots were drawn for each comparison (Fig. S1). The analyses included gene expressions between cortex and medulla tissues from control versus HLP-treated rats and between control and HLP+Apocynin-treated rats. GO: TERM and KEGG pathway analyses based on differentially-expressed genes were carried out using DAVID (Database for Annotation, Visualization of Integrated Discovery) enrichment analysis tool from National Institute of Allergy and Infectious Diseases (NIAID), NIH [32]–[33]. Cluster analyses of genes permitted identification of biological processes, cellular component, and molecular function ontology.

### Histological examinations

Kidneys from each rat were surgically removed at time of euthanasia, one of which was used for RNA preparation, while the second was placed in 10% phosphate buffered formalin for 24 hours for eventual histological examinations. The formalin-fixed tissues were embedded in paraffin and sectioned to a thickness of 5-μm. Deparaffinization of paraffin-embedded slides was performed by xylene immersion and subsequent dehydration in ethanol. Slides were incubated overnight at 4°C with primary antibodies reactive to either Opn, MCP-1/Ccl2, p47 or Nox-2 (Abcam, Cambridge, MA). Isotype controls were performed using rabbit IgG. Slides were incubated for 30 min in biotinylated goat anti-rabbit IgG followed by incubation with biotinylated horseradish peroxidase using the Vectastain® ABC kit. Staining was developed by addition of diaminobenzidine (DAB) substrate (Vector Labs, Burlingame, CA) and counterstained with hematoxylin. To ensure that positive infiltrate staining for these antibodies was not due to high background staining, an additional run was performed using 10 mM citrate buffer for antigen-retrieval with all other procedures unchanged. Antigen-retrieval was carried out in 25 mMTris/EDTA buffer, pH 9.1 at 60°C for 20 min under 18 psi pressure. Images were taken using the Zeiss Axiovert 200M microscope (Carl Zeiss Microimaging, Inc., Thornwood, NY).

## Results

### Histological findings

As anticipated, rats fed a HLP-free diet remained normo-oxaluric and devoid of any crystals, while the HLP-supplemented diet led to hyperoxaluria and variable levels of CaOx crystal depositions in all rats [31]. Kidney sections from HLP-fed rats revealed variable quantities of crystals (Fig. 2). Apocynin treatment led to some reduction in crystal deposition. Although crystals were present in all segments of the kidneys, including cortex, medulla and papilla, the majority were seen in the tubular lumens of the distal tubules and collecting ducts of the cortex and outer medulla. Smaller numbers could be found in the inner medulla and proximal tubules. The tubules that contained crystals were dilated and showed destruction of the lining epithelium as previously described [15]. The neighboring tubules appeared normal with no overt signs of injury.

**Figure 2:**
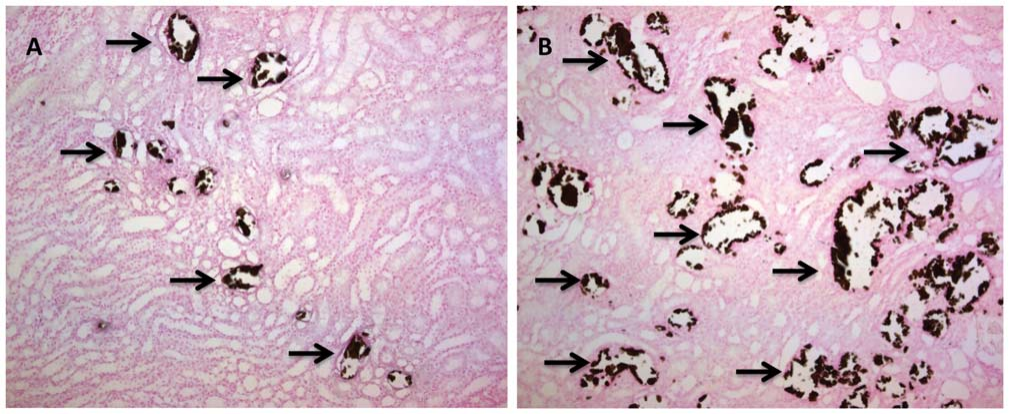
Representative Pizzolato staining of paraffin embedded kidney sections of Hydroxy-L-Proline (HLP) treated rats. (**A**) Light micrograph section showing little calcium oxalate crystal depositions shown with single arrows at 10X. (**B**) Light micrograph section of the kidney showing brownish-black stained calcium oxalate crystal depositions shown with single arrows with the oral administration of 5% hydroxy-l-proline (10X). Majority of the crystals were seen in the tubular lumens of the distal tubules and collecting ducts of the cortex and outer medulla. There were no crystal deposits in normal rat kidneys.

### Genes associated with the Agtr-NADPH oxidase pathway are coordinately up-regulated in renal cortex and medulla tissues following HLP-treatment

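Hydroxy-L-proline (HLP), a precursor of oxalate, made up 5% of the diet, apocynin was given at 4 mM in the drinking water, and kidneys were taken on day 28. Transcripts of the cortex and of the medulla of each rat were measured on Illumina RatRef-12 BeadChips, on which single probes stand for genes. The paper reports 36 arrays from 18 rats, with 6 rats in each of the control, HLP and HLP+Apocynin groups. The sample labels hold 48 arrays from 24 rats, since they include a group of 6 rats given apocynin without HLP. The labels name Wistar rats where the methods name Sprague-Dawley rats, and give the dose of apocynin as 4 mmol. The authors deposited a table of probe signals, which is a linear intensity with a detection p-value for each probe and array and was neither background-subtracted nor normalized. They also deposited a table of log2 values, in which all arrays of a tissue share 1 median and 1 interquartile range. Each column of log2 values lies on a straight line with the log2 signals of 1 array (r = 1.0, where the highest r with any other array was 0.997). The tables name the same arrays differently: 40 of the 48 arrays have another sample's name in the log2 table and 24 have the name of another group, while 0 change tissue. The values at the claims use the names of the signal table. Values under the names of the log2 table, an alternative chosen after seeing the data, are given where they end a call, and where they turn or move by more than 1.5-fold a value that reaches 0.20 on the log2 scale under either naming.
In each tissue, the control and HLP arrays fill 1 block of 12 columns of the signal table and the 2 apocynin groups fill another, so an effect of apocynin and a difference between these blocks cannot be told apart. Within a block, 1 group follows the other in the signal table. An effect of HLP therefore cannot be told apart from a difference along the columns under its names. The median signal of a cortex array was 36.4 to 39.9 (median 38.9) for control, 36.6 to 39.7 (median 38.1) for HLP and 43.7 to 46.9 (median 45.3) for HLP+Apocynin. That of a medulla array was 55.1 to 61.1 (median 57.2) for control, 49.3 to 53.5 (median 51.3) for HLP and 55.6 to 67.4 (median 59.9) for HLP+Apocynin. From the first to the last column it went from 59.78 to 51.26 in the medulla block of control and HLP. In that of the apocynin groups it went from 75.05 to 55.63. In the cortex block of control and HLP these columns had 38.38 and 39.33. A detection p-value under 0.05 was given to 48.2% to 52.9% of the probes of an array. Signals were background-corrected with limma's nec, quantile normalized over the 36 arrays and put on the log2 scale. Log2 signals of single named arrays, and those drawn in the figures of single genes, were normalized with all 48 arrays together. Means of these therefore differ slightly from the group means in the text. The 3 groups of a tissue were then fitted with limma on the probes detected in at least 6 of its 18 arrays, which were 11908 probes in the cortex and 11759 in the medulla. Adjusted p-values are those of Benjamini and Hochberg, and errors in the text are SDs of 6 arrays unless named standard errors (SE). Data were simulated with the mean and within-group spread of each probe over the 18 cortex arrays. In them, limma called 94 of 100 probes changed 2-fold and 82 of 100 changed 1.5-fold. In data simulated from the medulla arrays it called 94 of 100 and 81 of 100. The changed probes were drawn at random and the noise was independent between probes. These shares therefore do not carry over to genes of wide spread or to differences in tissue share. In the real cortex arrays 55 probes differed at least 2-fold between HLP and control, and 0 were called. The number of arrays limits the precision of every value.

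**Figure D1:**
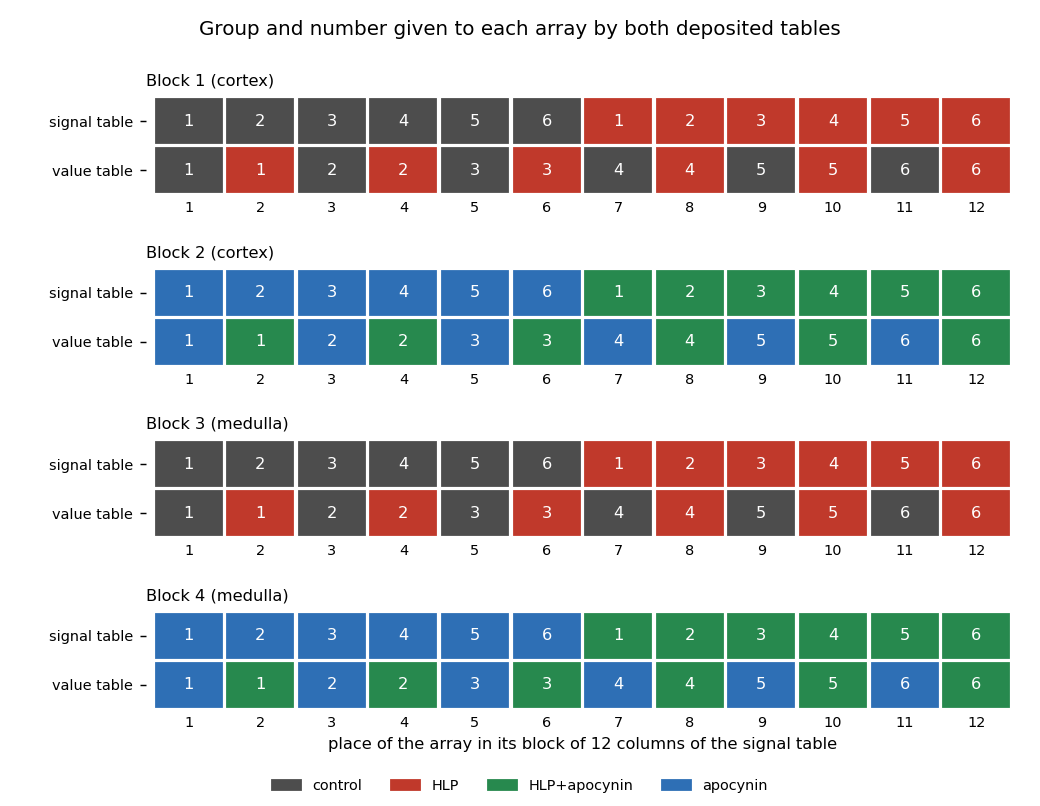
Group (color) and number given to each array by the signal table (upper row of a pair) and by the log2 table (lower row), in the order of the columns of the signal table (x axis). Names run by group in the signal table and alternate between groups in the log2 table, so that 8 of 48 arrays have 1 name in both.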

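In the cortex of HLP+Apocynin-fed rats, Clu, which encodes the secreted chaperone clusterin made by injured tubules, was up-regulated against control by a log2 fold change of 1.30 (SE 0.28, adjusted p = 0.00527 from limma). Its log2 signal was 12.16 ± 0.86 (SD, n = 6) against 10.86 ± 0.24 (SD, n = 6), and 6 of 6 arrays lay above the control mean. C4b, which encodes complement component C4, Hpgd, which encodes the enzyme that breaks down prostaglandins, and Grem1, an antagonist of bone morphogenetic proteins, were up-regulated by 1.18, 0.87 and 0.89 (C4b by 0.75 and Grem1 by 1.35 under the names of the log2 table). The largest falls in the cortex were those of Hnmt, which inactivates histamine (−2.41, SE 0.52), Tff3, a trefoil peptide of epithelia (−2.25, SE 0.48), and Cyp2c11, a steroid hydroxylase (−2.23, SE 0.54), with adjusted p of 0.00519, 0.00533 and 0.0123. These 3 falls end under the names of the log2 table, with adjusted p of 0.114, 0.0872 and 0.0702. The cortex arrays control 1, 3, 4 and 5 had Cyp2c11 at 9.864 to 10.525, and control 2 and 6 had 6.897 and 6.813. The control medulla arrays apart from control 4 had 10.096 to 11.644. The fall of Cyp2c11 therefore cannot be told apart from a smaller share of medulla in the HLP+Apocynin pieces of cortex. In the medulla, Tagln rose against control by 1.73, Lox, a collagen cross-linking enzyme, by 1.51 (SE 0.42, adjusted p = 0.0419), Fbln1 by 1.47 and Col14a1 by 1.40. These 4 have 0.43, 0.75, 0.57 and 0.35 under the names of the log2 table, where only Lox is called. In the medulla array named HLP+Apocynin 3, fibrosis genes lay on average 2.27 above the control and HLP arrays on the log2 scale. The other medulla arrays of that group had at most 0.67. Values of these 4 genes without that array are not given here. Clu rose by 1.31 in the medulla as well (SE 0.30, adjusted p = 0.0198), and Vwf, the von Willebrand factor of endothelium, and Epn1, an adaptor of endocytosis, fell by 0.90 and fell by 0.80.
Between HLP and control, limma called 0 of the tested probes in the cortex and 0 in the medulla, at adjusted p under 0.05. With the 3 arrays per group whose group is the same in both tables, an alternative chosen after seeing the data, it called 651 in the cortex and 0 in the medulla. Probes higher in the medulla than in the cortex of apocynin arrays had lower HLP effects in the cortex of these arrays (r = −0.65). Probes are not independent replicates. The 651 calls cannot be told apart from a smaller share of medulla in the HLP pieces of cortex. The 10 splits of 3 against 3, the real one included, are too few to tell whether chance gives such counts (highest other 0 in the cortex and 1 in the medulla). With all arrays and at an unadjusted p under 0.05, limma counted 2321 probes in the cortex, where 595 are expected by chance, and 713 in the medulla, where 588 are expected. The methods' t-test with the same adjustment called 1 probe in the cortex and 0 in the medulla. Between HLP+Apocynin and control, 1295 probes were called in the cortex (718 up, 577 down), 53 of them at a fold of at least 2, and 677 in the medulla (218 up, 459 down), 24 of them at a fold of at least 2. Between HLP+Apocynin and HLP, 1664 probes were called in the cortex (790 up, 874 down) and 705 in the medulla (325 up, 380 down). The cortex count is 910 and the medulla count 1052 for HLP+Apocynin against control under the names of the log2 table, and 604 cortex and 398 medulla probes are called under both namings, with 0 in opposite directions. The medulla count for HLP+Apocynin against HLP is 380 under those names, 9 with median scaling, 334 with the replicate number as a block and 13 with those 3 arrays per group. Median scaling and the block give 1668 and 364 for HLP+Apocynin against control in the medulla. With median scaling 82 of these were up and 1586 down, and against HLP in the cortex 489 were up and 1189 down.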

Of the 21,000 rat genes represented on the array, 3302 and 2894 were found to be significantly differentially-expressed at a 2-fold change in the cortex and medulla, respectively, in a comparison between control and HLP-fed rats, while 3000 and 2505 genes, respectively, were found to be significantly expressed in the cortex and medulla in the comparison between control and HLP+Apocynin-fed rats. Using KEGG to curate the differentially-expressed genes, several gene clusters were identified that defined specific biological processes for the HLP-fed and HLP+Apocynin-fed rats, as presented in Tables 1 and 2 for cortex and medulla, respectively. Interestingly, the differentially-expressed genes of the cortex and medulla tissues identifying the various KEGG signaling pathways revealed that, while 10 pathways were shared, each tissue differed at 25 additional pathways. These data strongly indicate that the effects of both HLP and Apocynin on renal tissues are complex and involve distinct activities on cellular functions.

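Genes of fibrosis and matrix, such as Lum, which encodes the collagen-binding lumican (log2 fold change 0.80 in the medulla, SE 0.21, adjusted p = 0.0325, and 0.19, adjusted p = 0.445, under the names of the log2 table), were higher in HLP+Apocynin-fed rats than in controls in both tissues. Of 36 lists of genes written for the topics of Tables 1 and 2 and for kidney cell types, 35 had genes to test. The fibrosis list was up in the cortex (18 of 19 genes higher, median log2 fold change 0.49, adjusted p = 0.00144 from camera) and in the medulla (19 of 20 higher, median 0.81, adjusted p = 4.45e-06). With an estimated correlation this call is lost (adjusted p = 0.684 and 0.631), as is each call of camera for HLP+Apocynin below, where that p is given after the other. The median is 0.22 in the cortex and 0.27 in the medulla under the names of the log2 table (adjusted p = 0.00182 and 0.0113), and 0.19 and 0.50 without the array named HLP+Apocynin 3 (adjusted p = 0.0470 and 1.05e-05), whose fibrosis score was the highest of its block in both tissues. Cell cycle genes were up in the cortex (adjusted p = 0.000162, and 0.684 with an estimated correlation) and in the medulla (adjusted p = 4.54e-06, and 0.631), where Ccnb2, a cyclin of mitosis, rose by 1.02. Macrophage markers and tubular injury genes were up in both tissues too, with adjusted p of 0.00382 and 0.0129 in the cortex and 0.000978 and 0.000164 in the medulla (0.781 and 0.797, and 0.87 and 0.683, with an estimated correlation). In the medulla alone, camera called collecting duct markers down (adjusted p = 5.62e-05, and 0.631), with the proton pump subunit Atp6v1g3 lower by a log2 fold change of −0.53, and mitochondrial respiratory chain genes down (adjusted p = 0.000621, and 0.693), with Cox5a at −0.34. In medulla arrays HLP+Apocynin 1, 2 and 4, collecting duct markers averaged −0.28, −0.30 and −0.25 against the control and HLP arrays. Proximal tubule markers averaged 0.13, 0.25 and 0.31 there. In HLP+Apocynin 3 both were lower (−0.37 and −1.03). For markers higher in the medulla, the fall cannot be told apart from a larger share of cortex. Atp6v1g3 itself was higher in control cortex than in control medulla, by 0.30. Heat shock genes (adjusted p = 0.00737), lysosome genes (adjusted p = 0.0189) and genes of antigen processing and interferon response (adjusted p = 0.0134) were called in the cortex alone, the first down and the others up (each 0.684 with an estimated correlation), and complement and coagulation genes (adjusted p = 8.91e-06, and 0.631, up) in the medulla alone. Camera still calls cell cycle genes (adjusted p = 0.0107) and complement genes (adjusted p = 0.0107) in the medulla under the names of the log2 table. The calls of cell cycle genes in the cortex (adjusted p = 0.0617), macrophage markers (adjusted p = 0.0802 and 0.128) and tubular injury genes (adjusted p = 0.0617 and 0.404) end, as do those of collecting duct, respiratory chain, heat shock, lysosome and antigen processing genes (adjusted p = 0.409, 0.238, 0.0727, 0.116 and 0.256), and Atp6v1g3 has −0.18. Without HLP+Apocynin 3 the calls of tubular injury genes in the cortex (adjusted p = 0.12) and macrophage markers in the medulla (adjusted p = 0.0562) end. Whether a list differs between the tissues was not tested.
For HLP against control, camera called glutathione and xenobiotic genes down in the cortex (adjusted p = 0.0254, and adjusted p = 0.372 with an estimated correlation), Nrf2 targets down in the cortex, which is lost with an estimated correlation too, and proximal tubule markers up in the medulla (22 of 22 genes higher, median 0.20, adjusted p = 0.0117, and adjusted p = 0.945 with an estimated correlation). The calls of glutathione genes and of Nrf2 targets end under the names of the log2 table (adjusted p = 0.989 for each). Proximal tubule markers are also higher in control cortex than in control medulla (10 of 22 called, 0 the other way), so their rise cannot be told apart from a larger share of cortex in the medulla pieces. The list is called without the arrays nearer the other tissue as well (median 0.22, adjusted p = 7.02e-05). A test of whether the HLP effect differs between cortex and medulla called 1 of 12702 probes, which has no gene symbol, with 1099 at an unadjusted p under 0.05. Of the 1218 cortex and 665 medulla probes called for HLP+Apocynin against control among 11244 tested in both tissues, 58 moved the same way in both, where 34.0 are expected if the calls were independent, and 6 moved opposite ways, where 38.03 are expected. The tissues come from the same rats and in both the groups lie in different blocks, so the calls are not independent.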

**Table 1:** Functional annotation chart showing differentially-expressed pathways in renal cortex tissue comparing HLP+Apocynin treated versus untreated control groups.

Category	Signaling Pathway	Count	Percentage	p-value	Benjamini
**KEGG_PATHWAY**	MAPK signaling pathway	29	3.5	3.6E-3	1.4E-1
**KEGG_PATHWAY**	TGF-beta signaling pathway	13	1.6	6.3E-3	1.9E-1
**KEGG_PATHWAY**	Fc epsilon RI signaling pathway	12	1.5	6.6E-3	1.7E-1
**KEGG_PATHWAY**	Chemokine signaling pathway	19	2.3	1.8E-2	2.1E-1
**KEGG_PATHWAY**	Gap junction	11	1.3	2.7E-2	2.3E-1
**KEGG_PATHWAY**	Complement and coagulation cascades	10	1.2	2.8E-2	2.2E-1
**KEGG_PATHWAY**	Focal adhesion	19	2.3	5.6E-2	3.5E-1
**KEGG_PATHWAY**	Insulin signaling pathway	14	1.7	6.4E-2	3.5E-1
**KEGG_PATHWAY**	ErbB signaling pathway	10	1.2	7.8E-2	3.9E-1
**KEGG_PATHWAY**	Non-small cell lung cancer	7	0.8	1.0E-1	4.1E-1
**KEGG_PATHWAY**	Steroid hormone biosynthesis	12	1.5	4.2E-5	6.8E-3
**KEGG_PATHWAY**	Cytokine-cytokine receptor interaction	25	3.0	9.9E-4	7.8E-2
**KEGG_PATHWAY**	Metabolism of xenobiotics by cytochrome P450	11	1.3	3.4E-3	1.7E-1
**KEGG_PATHWAY**	Jak-STAT signaling pathway	17	2.1	1.1E-2	2.4E-1
**KEGG_PATHWAY**	Autoimmune thyroid disease	10	1.2	1.2E-2	2.2E-1
**KEGG_PATHWAY**	Graft-versus host disease	9	1.1	1.2E-2	2.0E-1
**KEGG_PATHWAY**	GnRH signaling pathway	13	1.6	1.3E-2	1.9E-1
**KEGG_PATHWAY**	Allograft rejection	9	1.1	1.5E-2	2.0E-1
**KEGG_PATHWAY**	Arginine and proline metabolism	9	1.1	1.5E-2	2.0E-1
**KEGG_PATHWAY**	Calcium signaling pathway	20	2.4	1.7E-2	2.1E-1
**KEGG_PATHWAY**	Neuroactive ligand-receptor interaction	26	3.1	1.9E-2	2.0E-1
**KEGG_PATHWAY**	Taurine and hypotaurine metabolism	4	0.5	2.0E-2	2.0E-1
**KEGG_PATHWAY**	Long-term depression	10	1.2	2.1E-2	2.0E-1
**KEGG_PATHWAY**	Retinol metabolism	9	1.1	2.8E-2	2.2E-1
**KEGG_PATHWAY**	Drug metabolism	10	1.2	3.2E-2	2.4E-1
**KEGG_PATHWAY**	Antigen processing and presentation	11	1.3	4.4E-2	3.0E-1
**KEGG_PATHWAY**	Biosynthesis of unsaturated fatty acids	5	0.6	5.7E-2	3.4E-1
**KEGG_PATHWAY**	ECM-receptor interaction	10	1.2	6.1E-2	3.5E-1
**KEGG_PATHWAY**	Type I diabetes mellitus	8	1.0	7.5E-2	3.9E-1
**KEGG_PATHWAY**	Alpha-Linolenic acid metabolism	4	0.5	8.4E-2	4.0E-1
**KEGG_PATHWAY**	VEGF signaling pathway	9	1.1	8.5E-2	4.0E-1
**KEGG_PATHWAY**	Glutathione metabolism	7	0.8	8.6E-2	3.9E-1
**KEGG_PATHWAY**	Viral myocarditis	10	1.2	8.8E-2	3.8E-1
**KEGG_PATHWAY**	Purine metabolism	15	1.8	9.4E-2	4.0E-1
**KEGG_PATHWAY**	Hedgehog signaling pathway	7	0.8	1.0E-1	4.1E-1

The gene heading indicates number of genes mapped to an ontology category. The first ten pathways are common between the cortex and the medulla. P-values derived from Fisher's exact test and Benjamini multiple test correlation.

Focusing specifically on the proteins involved in the activation of the Agtr-NADPH oxidase pathway *per se*, both cortex and medulla renal tissues exhibited similar differential gene expressions between non-treated controls versus HLP-treated rats. This included the genes encoding for the three subunits comprising both the phagocytic and renal epithelium Flavocytochrome b_558_ (*p22^Phox^*, *Rap1a and gp91^Phox^* or *Nox4*), the three cytosolic subunits (*p47^Phox^*, *p67^Phox^* and *p40^Phox^*), plus the small Rho-γ activated G-protein (*p21rac*). In contrast, genes encoding the oxygen radical scavengers *Sod1* (encoding superoxide dismutase-1) and *Cat* (encoding catalase) were down-regulated (Fig. 3). 

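Nox4, the catalytic subunit of the oxidase in renal epithelium, had a log2 signal of 10.69 ± 0.35 (SD, n = 6) in the cortex of HLP-fed rats and 9.94 ± 0.63 (SD, n = 6) in that of controls. This is a log2 fold change of 0.75 (SE 0.26, adjusted p = 0.155 from limma), with 6 of 6 HLP arrays above the control mean. That mean holds control 4 at 8.805, an array nearer the medulla, where the next lowest control array has 9.748. Nox4 is lower in the medulla, so the rise cannot be told apart from a smaller share of medulla in the HLP pieces. Under the names of the log2 table the log2 fold change turns to −0.33. Cybb, the phagocyte subunit gp91Phox, was at 7.09 ± 0.11 and 7.08 ± 0.11 (SD, n = 6 each), a log2 fold change of 0.00 (SE 0.17, adjusted p = 0.993). Cyba, which encodes the membrane partner p22Phox, had 0.18 (SE 0.11, adjusted p = 0.377), and Rap1a, a small G-protein bound to the flavocytochrome, −0.12 (SE 0.05, adjusted p = 0.230). Of the cytosolic subunits, Ncf1 (p47Phox) had −0.07 and Ncf4 (p40Phox) −0.01 in the cortex, and −0.14 and −0.02 in the medulla. Of the genes for p21rac, Rac1 had 0.06 (0.21 under the names of the log2 table) and Rac2 0.02 in the cortex. In the medulla, Nox4 had 0.48 (SE 0.57), Cyba 0.19 (SE 0.36, and 0.45 under the names of the log2 table), Cybb 0.06 (SE 0.24) and Rap1a 0.06, none of them past the test. Without the arrays nearer the other tissue Nox4 has 0.86 and Cyba 0.50 in the medulla (adjusted p = 0.814 and 0.802), and Cyba 0.06 in the cortex.
Of 7 genes of this complex on the list that was tested, which are those above without Rac2, limma called 0 in either tissue between HLP and control, 0 adjusted over the list alone, and the methods' t-test with the same adjustment 0. In the cortex 4 of the 7 genes were higher and 3 lower (median log2 fold change 0.00, adjusted p = 0.867 from camera), and in the medulla camera gave an adjusted p of 0.775.

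**Figure D2:**
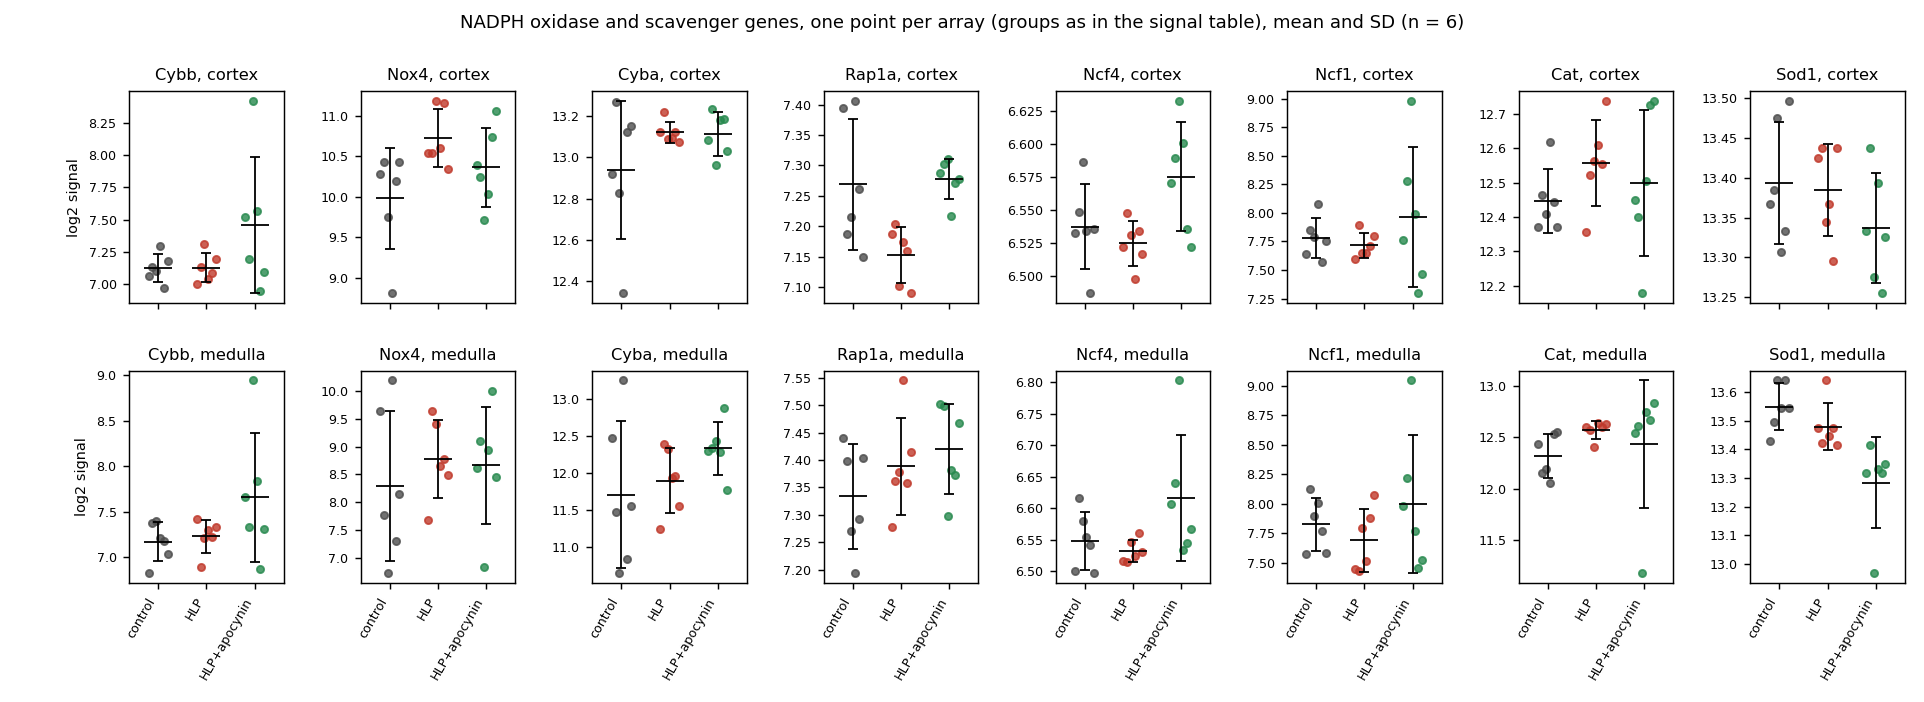
Log2 signal (y axis) of NADPH oxidase and scavenger genes in each array (points) of the cortex (top) and medulla (bottom), by group of the signal table (x axis), with the mean and SD of 6 arrays. In the cortex the 6 HLP arrays lie above the control mean for Nox4, and the groups overlap.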

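Sod1, the cytosolic superoxide dismutase, had a log2 signal of 13.36 ± 0.06 (SD, n = 6) in the cortex of HLP-fed rats and 13.37 ± 0.08 (SD, n = 6) in that of controls (log2 fold change −0.01, SE 0.04, adjusted p = 0.938 from limma). In the medulla its log2 fold change was −0.07 (SE 0.07, adjusted p = 0.985). Cat, which encodes the catalase that breaks down hydrogen peroxide, was at 12.52 ± 0.12 against 12.41 ± 0.09 (SD, n = 6 each) in the cortex, a difference of 0.11 (SE 0.08, adjusted p = 0.483). In the medulla it was at 12.54 ± 0.09 against 12.28 ± 0.22, a difference of 0.26 (SE 0.21, adjusted p = 0.968), which turns to −0.03 under the names of the log2 table. Of 18 genes of oxygen radical scavengers, limma called 0 in either tissue and 0 adjusted over the list alone in the cortex (median log2 fold change −0.01, adjusted p = 0.772 from camera).
Targets of Nrf2, the factor that switches on antioxidant genes, were lower in the cortex of HLP-fed rats as a list: 13 of 15 genes had a lower mean (median −0.26, adjusted p = 0.00125 from camera, and adjusted p = 0.324 with an estimated correlation). Of these 15 genes limma called 0 over all probes, and 4 lower when adjusted over the list alone. The 4, named after their values were seen, are Gclm and Gclc, which encode the subunits of the enzyme that starts glutathione synthesis (−0.74 and −0.65), Gstp1, a glutathione transferase (−0.84), and Osgin1 (−1.27). Under the names of the log2 table the list is no longer called (adjusted p = 0.989), and the 4 have −0.31, −0.11, 0.01 and −0.17. Of the 15 genes, 4 are higher in control medulla than in control cortex and 1 is lower (median −0.20, cortex minus medulla), and over all probes, which are not independent replicates, genes higher in the medulla than in the cortex of the apocynin arrays had lower HLP effects in the cortex (r = −0.79). The fall therefore cannot be told apart from a smaller share of medulla in the HLP pieces of cortex, although the list is called without the arrays nearer the other tissue too (median −0.19, adjusted p = 0.000425).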

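In HLP+Apocynin-fed rats, the genes of the oxidase subunits Cybb, Nox4 and Cyba had log2 fold changes against control of 0.34 (SE 0.17, adjusted p = 0.220 from limma), 0.38 (SE 0.26, adjusted p = 0.374) and 0.18 (adjusted p = 0.326) in the cortex. In the medulla they had 0.49 (SE 0.24, adjusted p = 0.223), 0.37 and 0.63 (SE 0.36, adjusted p = 0.294). Cybb and Nox4 have 0.13 and 0.03 in the cortex and 0.13 and 0.67 in the medulla under the names of the log2 table, and without the array named HLP+Apocynin 3 Cybb has 0.14 and 0.23 and Nox4 has 0.73 in the medulla. Without the arrays nearer the other tissue Cyba is called higher in the medulla (0.94, adjusted p = 0.0482), where Nox4 has 0.74, and Nox4 has 0.15 in the cortex. Cyba was higher in the cortex than in the medulla (13.124 and 11.243 in HLP 1). Its rise therefore cannot be told apart from a larger share of cortex in the HLP+Apocynin pieces of medulla. Rap1a had 0.01 and 0.09 in the cortex and medulla, Ncf4 0.04 and 0.07, and Ncf1 0.18 and 0.17, which turns to −0.02 and −0.04 without HLP+Apocynin 3. Of the scavenger genes, Cat had 0.05 in the cortex and 0.11 in the medulla, neither past the test. Without HLP+Apocynin 3, whose Cat signal in the medulla is 11.179, Cat is called higher there (0.36, adjusted p = 0.0243). Sod1 fell in the medulla by a log2 fold change of −0.27 (SE 0.07, adjusted p = 0.0265), from 13.53 ± 0.08 to 13.26 ± 0.16 (SD, n = 6), and had −0.06 (adjusted p = 0.425) in the cortex. On the authors' log2 values the fall of Sod1 is not called (adjusted p = 0.638).
Set directly against HLP-fed rats, HLP+Apocynin-fed rats had log2 fold changes of 0.33 for Cybb (adjusted p = 0.207), −0.36 for Nox4 (adjusted p = 0.381), −0.06 for Cat and −0.05 for Sod1 in the cortex. In the medulla these were 0.43, −0.11, −0.14 and −0.20 (SE 0.07, adjusted p = 0.0777 for Sod1). Without HLP+Apocynin 3, Cybb has 0.14 in the cortex, where Nox4 has −0.23, and 0.17 in the medulla, where Nox4 turns to 0.26 and Cat to 0.11. By the names of the log2 table Cybb has 0.05 and Nox4 turns to 0.36 in the cortex, and Cybb has 0.15 and Sod1 −0.12 in the medulla. Of the 7 listed genes of the oxidase complex, limma called 0 in each of these comparisons with all arrays and 0 adjusted over the list alone against control. The complex as a list had 6 of 7 genes higher than in controls in the cortex (adjusted p = 0.378 from camera) and 6 of 7 in the medulla (adjusted p = 0.158). Of the 18 scavenger genes, 2 were called lower in the cortex, Txn2 (−0.39) and Prdx6 (−0.23), both of which end under the names of the log2 table (adjusted p = 0.375 and 0.436).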

Interestingly, examination of the same gene profiles generated by a comparison between non-treated controls and HLP+Apocynin-treated rats revealed a complete reversal in gene expressions (Fig. 3).

**Figure 3:**
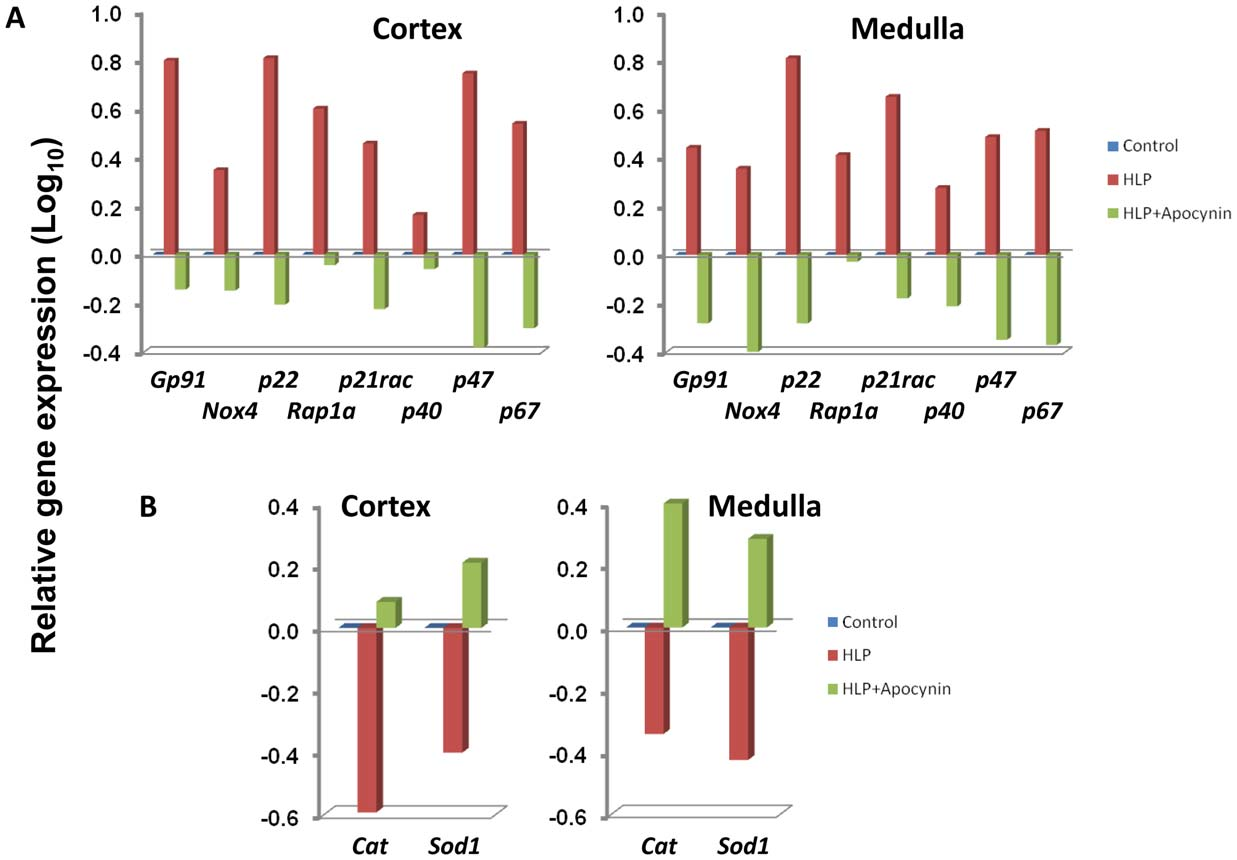
Relative expressions of genes in HLP-fed rats vs. control compared to HLP+ Apocynin fed rats vs. control. (**A**) Genes encoding the membrane components of NADPH oxidase such as gp91^Phox^ or Nox2, p22^Phox^, and Rap1a as well as cytosolic components such as p47, p40 and p67. gp91^Phox^ is substituted by Nox4 in the distal tubular cells of the renal cortex of the NADPH oxidase complex (**B**) Genes encoding the oxygen scavengers such as catalase (cat) and superoxide dismutase (sod1) are shown to be down regulated in the HLP-fed rats (Red bars) and up regulated in the HLP-Apocynin fed rats (Green bars). Most of the genes depicted had values >0.3 (or >2 fold ratio differential-expression).

In an attempt to define a possible mechanism activating the NADPH oxidase systems, we examined whether the rennin/angiotensin/angiotensin-receptor system might be involved. While the gene encoding angiotensin, *Agt, per se* was strongly up-regulated in the HLP-treated rats, the genes encoding the two subunits that comprise angiotensin-receptor-1 (*Agtr1a* and *Agtr1b*) were either unchanged or actually down-regulated (Fig. 4). In contrast, the gene encoding the homodimeric angiotensin-receptor-2 (*Agtr2*) was up-regulated; suggesting that one activation pathway for NADPH oxidase in the current system is directly through the Agtr2 signaling pathway. 

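Agt encodes angiotensinogen, the precursor of the angiotensins, and had a log2 signal of 6.76 ± 0.12 (SD, n = 6) in the cortex of HLP-fed rats and 8.47 ± 1.38 (SD, n = 6) in that of controls. The log2 fold change was −1.71 (SE 0.42, adjusted p = 0.105 from limma), and 6 of 6 HLP arrays lay below the control mean. It was −0.35 under the names of the log2 table. With the 3 arrays per group that both tables put in the same group it was called (−2.03, adjusted p = 0.00256). Those 3 control arrays had 8.362, 9.531 and 8.698, where control 2 and control 6 had 7.245 and 6.755. Agt was higher in the medulla than in the cortex. The fall therefore cannot be told apart from a smaller share of medulla in the HLP pieces of cortex. The highest control array, control 4 at 10.456, is nearer the medulla, and without the arrays nearer the other tissue the value is −1.32 (adjusted p = 0.170). In the medulla Agt was at 9.71 ± 0.36 in HLP-fed rats and 9.20 ± 0.99 in controls (SD, n = 6 each), a log2 fold change of 0.51 (SE 0.39, adjusted p = 0.962). It turns to −0.15 under the names of the log2 table and is 0.11 without the arrays nearer the other tissue, which leave out that of control 4. The difference between the effects in the 2 tissues was 2.22 on the log2 scale (SE 0.59) and did not pass the test either (adjusted p = 0.343). Agtr1a, 1 of the genes of the receptor that raises blood pressure, had log2 fold changes of 0.18 (SE 0.11, adjusted p = 0.372) in the cortex and 0.22 (SE 0.21, and 0.12 under the names of the log2 table) in the medulla. Agtr1b, the other, had 0.05 (SE 0.06, adjusted p = 0.649) and 0.11 (SE 0.06, adjusted p = 0.896).

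**Figure D3:**
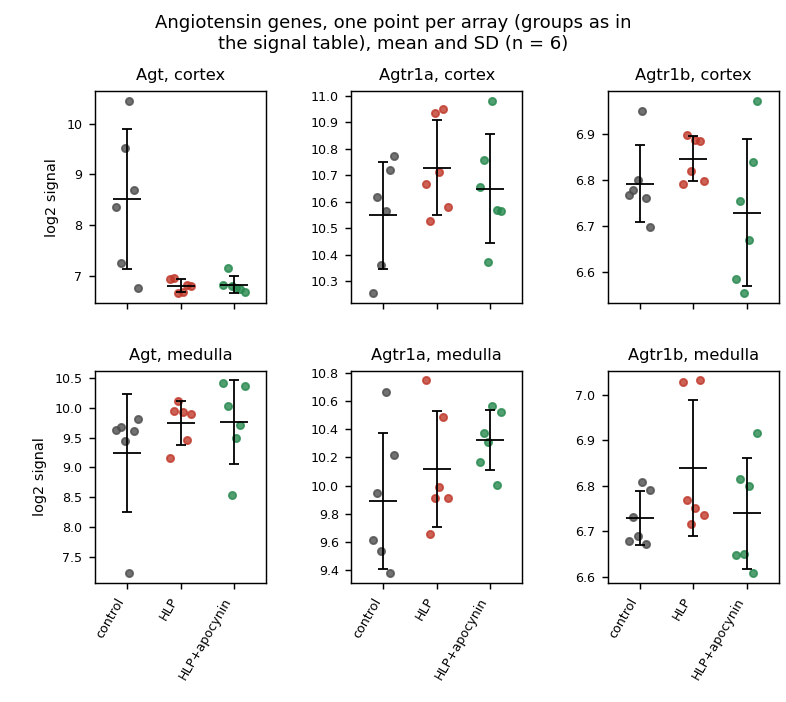
Log2 signal (y axis) of genes of the angiotensin system in each array (points) of the cortex (top) and medulla (bottom), by group of the signal table (x axis), with the mean and SD of 6 arrays. In the cortex the control arrays spread widely in Agt.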

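Agtr2 was not detected: its probe had a detection p-value under 0.05 in 0 of 18 cortex arrays and 0 of 18 medulla arrays, so no fold change was tested. Its log2 signal in the cortex was 6.39 ± 0.01 in HLP-fed rats and 6.38 ± 0.02 in controls (SD, n = 6 each), at the level of the background. Of 9 measured genes of the renin-angiotensin system, limma called 0 between HLP and control in either tissue. Adjusted over the list alone, 2 were lower in the cortex, Agt and Mme, a membrane peptidase that cleaves angiotensins (−1.47, SE 0.39, and −0.61 under the names of the log2 table, named after its value was seen). Camera gave the list an adjusted p of 0.564 in the cortex and 0.123 in the medulla, where 7 of the 9 genes were higher and 2 lower. The absence of a signal from 1 probe limits what can be said of Agtr2 to this depth.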

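Agt fell in the cortex of HLP+Apocynin-fed rats against control, by a log2 fold change of −1.69 (SE 0.42, adjusted p = 0.0145 from limma). Under the names of the log2 table it was −0.99 and no longer called (adjusted p = 0.350). As for HLP, the fall of Agt cannot be told apart from a smaller share of medulla in these pieces of cortex. Against HLP-fed rats its log2 fold change in the cortex was 0.02 (SE 0.42, adjusted p = 0.986), and −0.64 under the names of the log2 table. In the medulla it had 0.53 against control (adjusted p = 0.429), −0.01 under those names and 0.13 without the arrays nearer the other tissue. The receptor genes Agtr1a and Agtr1b had log2 fold changes against control of 0.10 and −0.06 in the cortex and of 0.43 (SE 0.21, adjusted p = 0.225) and 0.01 in the medulla. In the medulla Atp6ap2, a part of the vacuolar proton pump, fell by a log2 fold change of −0.23 (SE 0.06, adjusted p = 0.0425), the 1 gene of the renin-angiotensin list called there. On the authors' log2 values it turns to 0.06 (adjusted p = 0.812), and it is not called under the names of that table (−0.04, adjusted p = 0.812). As a list these genes had an adjusted p from camera of 0.0648 in the cortex and 0.697 in the medulla.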

Again, this gene profile was reversed in the HLP+Apocynin-treated rats. 

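Plcg2, a phospholipase of blood cells that releases IP3, had a log2 fold change of 0.24 (SE 0.08, adjusted p = 0.133 from limma) in the cortex of HLP-fed rats against control, and 6 of 6 HLP arrays lay above the control mean. Among the protein kinases C, Prkce had 0.37 (SE 0.14, adjusted p = 0.174), Prkci 0.13 (adjusted p = 0.113) and Prkcq, the form of T cells, −0.86 (SE 0.29, adjusted p = 0.139) in the cortex. Prkcz, an atypical form of epithelia, had −0.36 (SE 0.10, adjusted p = 0.704) in the medulla. With the log2 table's names Plcg2 has 0.07, Prkce turns to −0.05 and Prkcq has −0.15 in the cortex, and Prkcz turns to 0.05 in the medulla. With the 3 arrays per group that both tables put in the same group, Prkcq is called lower (adjusted p = 0.0263) and Prkci higher (adjusted p = 0.0472) in the cortex. Prkcq was higher in the medulla than in the cortex (10.288 and 7.816 in HLP 1). Its fall therefore cannot be told apart from a smaller share of medulla in the HLP pieces of cortex. The tyrosine kinases Src and Ptk2b had 0.10 and −0.02 in the cortex and −0.01 and −0.15 in the medulla, and Mapk14, which encodes p38, −0.11 and −0.09. IP3 is not a gene product, and its receptors Itpr1, Itpr2 and Itpr3 had 0.02, 0.01 and 0.01 in the cortex, where Itpr1 turns to −0.46 under those names. The probe of Tnf was detected in 4 of 18 arrays of each tissue.
In HLP+Apocynin-fed rats against control, Prkcz fell in the medulla by a log2 fold change of −0.61 (SE 0.10, adjusted p = 0.00474), as did Ptk2b by −0.38 (SE 0.10, adjusted p = 0.0290). Both end under the names of the log2 table (−0.16 and −0.28, adjusted p = 0.551 and 0.0668). In the cortex Plcg2 was higher than in controls (0.24, adjusted p = 0.0483) and Itpr3 lower (−0.04, adjusted p = 0.0222), and the former ends under those names (0.13, adjusted p = 0.401), without HLP+Apocynin 3 (adjusted p = 0.103) and without the arrays nearer the other tissue (adjusted p = 0.0725). Src had 0.05 and −0.04 in the cortex and medulla, and Mapk14 −0.03 and −0.25 (adjusted p = 0.113). Against HLP-fed rats, Prkci was lower in the cortex by a log2 fold change of −0.20 (SE 0.04, adjusted p = 0.00252). Of 17 measured genes of this signaling, limma called 0 between HLP and control in either tissue. Adjusted over the list alone, 2 were higher and 1 lower in the cortex. Camera gave the list an adjusted p of 0.623 in the medulla, and did not call it in the cortex either.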

Lastly, examination of various genes downstream of angiotensin-receptor-2, specifically *Ip3, Plcγ, Pkc, Src, Ptk2b*, and *p38Mapk*, revealed that each was up-regulated in both cortex and medulla tissues of HLP-fed rats, with *Ip3, Pkc, Src, Ptk2* and *p38Mapk* all down-regulated in HLP+Apocynin-fed rats (Fig. 5), suggesting that activation of NADPH oxidase is via both Src/Ptk signaling and Plcγ/IP_3_/Pkc/p38Mapk/Tnfα signaling, raising the question whether these are two coordinated events or mutually distinct responses.

**Figure 4:**
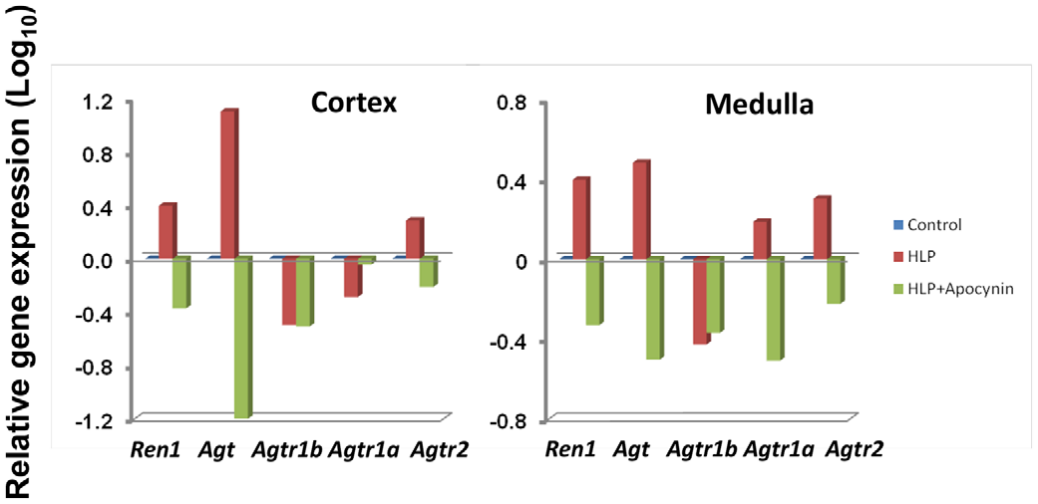
Relative expressions of genes in HLP-fed rats vs. control compared to HLP+ Apocynin fed rats vs. control. Genes encoding proteins of renin, angiotensin, and angiotensin receptor 2 were up regulated in the cortex and medulla of HLP-treated rats (Red bars) but interestingly down regulated in the HLP+Apocynin rats (Green bars). Angiotensin receptor 1and 1a showed differential expression for both the cortex and medulla in the HLP fed and HLP-Apocynin fed rats.

**Figure 5:**
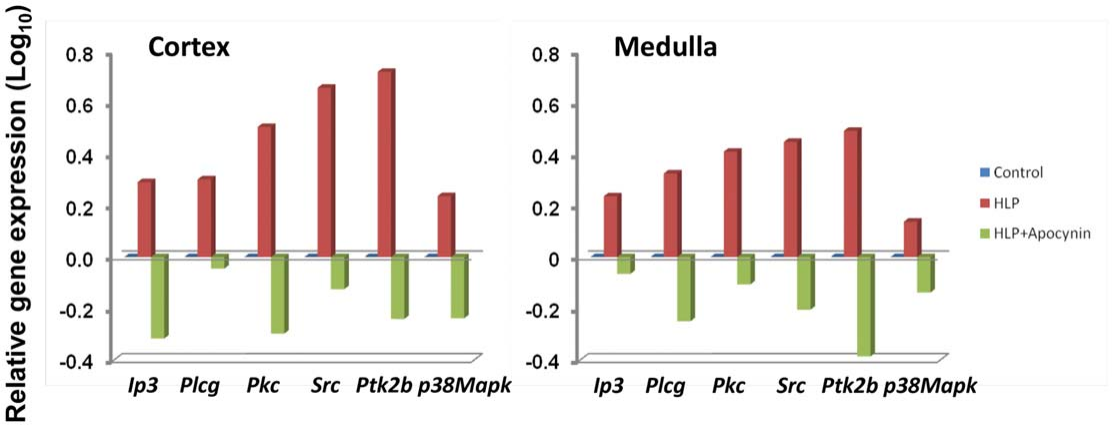
Relative expressions of genes in HLP-fed rats vs. control compared to HLP+ Apocynin fed rats vs. control. Genes downstream of angiotensin receptor-2 encoding important immune cell-associated signaling pathways for the activation of NADPH oxidase expressed in the cortex or medulla of HLP-treated rats showing up regulation (Red bars), but exhibiting down-regulation in the cortex and medulla of HLP+Apocynin-treated rats (Green bars).

### Validation of microarray data and differential expression of genes known to be affected by hyperoxaluria

Multiple published studies have clearly shown that a set of specific proteins are differentially-expressed in the kidneys of rats in response to treatments that induce a state of hyperoxaluria [30], [37]–[44]. These proteins include Osteopontin (encoded by *Opn*), Mcp-1 (encoded by *Ccl2*), and Matrix-Gla protein (encoded by *Mgp*) which tend to be up-regulated, and the inhibitor Tamm-Horsfall protein (encoded by *Thp*) that appears to be down-regulated [44]. 

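Spp1 encodes osteopontin, which coats crystals of calcium oxalate, and had a log2 signal of 11.78 ± 0.44 (SD, n = 6) in the cortex of HLP-fed rats and 11.73 ± 0.70 (SD, n = 6) in that of controls. Its log2 fold change was 0.05 (SE 0.36, adjusted p = 0.958 from limma) in the cortex and 0.39 (SE 0.32, adjusted p = 0.974) in the medulla, which are 0.47 and 0.13 under the names of the log2 table. Without the arrays nearer the other tissue, control 4 among them at 13.106 in the cortex, the cortex value is 0.32 (adjusted p = 0.664). In the medulla the control mean holds the array of control 1 at 10.71, where the next lowest control array has 12.308. Ccl2, the chemokine that draws monocytes, had 0.06 (SE 0.12, adjusted p = 0.846) and 0.11 (SE 0.25). Mgp encodes matrix Gla protein, an inhibitor of calcification, and had −0.07 (SE 0.21, adjusted p = 0.893) and 0.03 (SE 0.24). Umod, which encodes the Tamm-Horsfall protein of the thick ascending limb, was at 13.12 ± 0.14 against 13.30 ± 0.11 (SD, n = 6 each) in the cortex, a log2 fold change of −0.18 (SE 0.08, adjusted p = 0.211) that turns to 0.05 under those names, and had 0.01 (SE 0.06) in the medulla. Of these 4 genes limma called 0 in either tissue and 0 adjusted over the list alone. Camera gave the 4 an adjusted p of 0.772 in the cortex and 0.623 in the medulla. A wider list of 17 genes of crystal modulators and stone matrix had an adjusted p of 0.505 in the cortex.

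**Figure D4:**
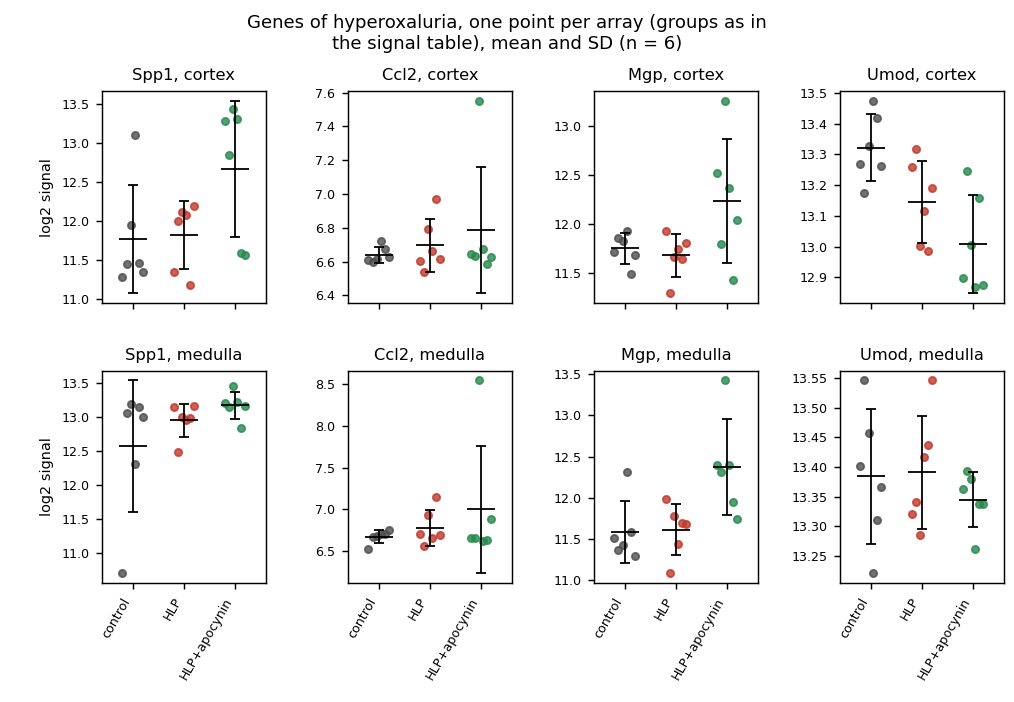
Log2 signal (y axis) of Spp1, Ccl2, Mgp and Umod in each array (points) of the cortex (top) and medulla (bottom), by group of the signal table (x axis), with the mean and SD of 6 arrays. The HLP and control arrays overlap in all 8 panels.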

In the current study, and presented in Figure 6, the genes for these four proteins are also differentially-expressed in both renal cortex and medulla tissues of HLP-fed rats, with *Opn, Ccl2* and *Mgp* each up-regulated and *Thp* down-regulated, as would be predicted from our previous results (28). This gene profile was reversed in HLP+Apocynin-fed rats. 

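Umod fell in the cortex of HLP+Apocynin-fed rats against control by a log2 fold change of −0.32 (SE 0.08, adjusted p = 0.0115 from limma). Under the names of the log2 table it was −0.18 and no longer called (adjusted p = 0.211). Spp1 had 0.91 (SE 0.36, adjusted p = 0.118) in the cortex and 0.61 (SE 0.32, adjusted p = 0.254) in the medulla. The control mean in the medulla holds control 1 at 10.71, where the next lowest control array has 12.308. Under the names of the log2 table Spp1 was called higher in the cortex (1.11, adjusted p = 0.0195), as it was on the authors' log2 values (1.06, adjusted p = 0.0106). Mgp had 0.49 (SE 0.21, adjusted p = 0.148) in the cortex and 0.79 (SE 0.24, adjusted p = 0.0591) in the medulla. Ccl2 had 0.15 (adjusted p = 0.479) and 0.33 (SE 0.25, adjusted p = 0.438), and Umod −0.04 (SE 0.06) in the medulla. Mgp has 0.23 in the cortex by those names, and in the medulla Mgp has 0.22, Spp1 0.35 and Ccl2 −0.07. Without the array named HLP+Apocynin 3, Ccl2 has −0.01 in the cortex and 0.02 in the medulla, and Mgp 0.28 and 0.58. Without the arrays nearer the other tissue, Spp1 is called in the cortex (1.18, adjusted p = 0.0325) and Mgp in the medulla (0.94, adjusted p = 0.0178, and against HLP-fed rats adjusted p = 0.0404). Against HLP-fed rats, Spp1 had 0.86 (SE 0.36, adjusted p = 0.126) and Mgp 0.56 (SE 0.21, adjusted p = 0.0880) in the cortex, and Mgp 0.76 (adjusted p = 0.0647) in the medulla, where those names give Mgp 0.23 and 0.36. Adjusted over the list alone, 2 of the 4 genes were higher and 1 lower than in controls in the cortex, and 1 was higher in the medulla.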

Immunostaining was then used to determine the protein expressions of Opn, Mcp-1, and both p47 and Nox2 subunits of NADPH oxidase in kidney sections. Opn, Mcp-1, and NADPH oxidase expressions were almost non-existent in the normal renal tubules, as well as those without crystal depositions, but unmistakable in renal tubules of the rats with heavy CaOx crystal depositions. Strong epithelial staining was observed in the crystal-associated sections of the tubules, but some crystal free tubules also revealed staining (Fig. 7). These representative data indicate a high correlation between transcriptome data and observed changes in protein expressions following HLP treatment.

**Figure 6:**
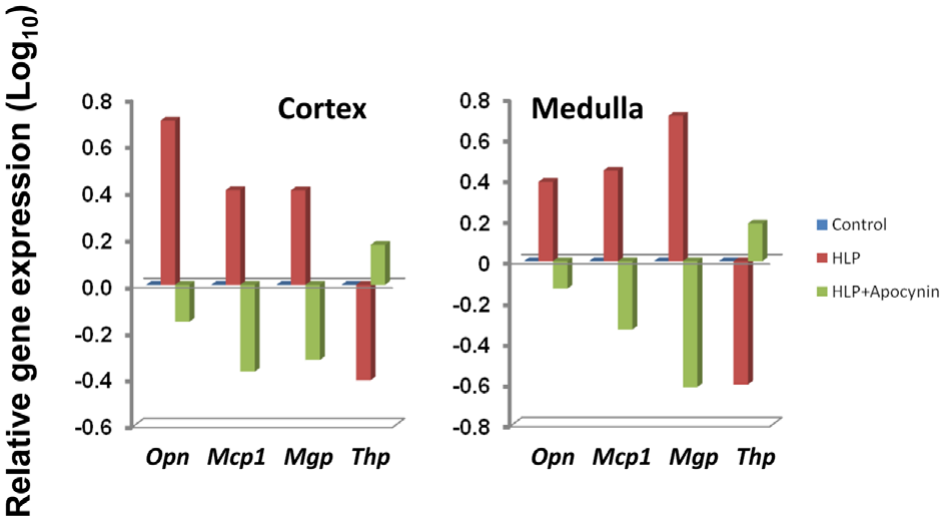
Relative expressions of selected genes encoding proteins in the HLP-fed rats and the HLP+Apocynin fed rats. As expected the HLP-fed rats had osteopontin (*Opn*), monocyte chemoattractant protein (*Mcp1*) and matrix gla protein (*Mgp*) to be up regulated and Tamm-horsefall protein (*Thp*) to be down regulated. The results were reversed with the HLP+Apocynin treated group. Most of the genes depicted had values >0.3 (or >2 fold ratio differential-expression).

**Figure 7:**
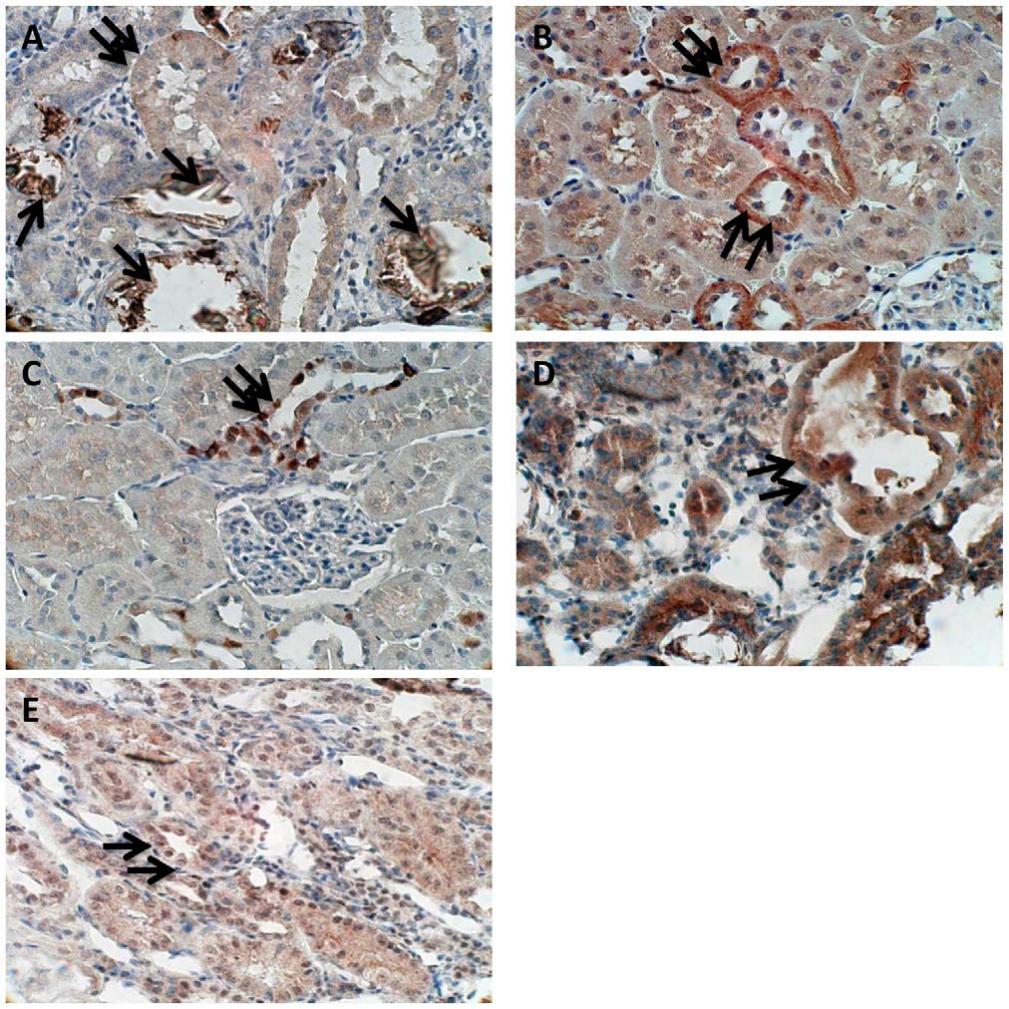
Immuno histochemical staining of paraffin embedded kidney sections of HLP treated rats. (**A**) Osteopontin (Opn) associated with crystal deposits, Single arrows show staining of crystal deposits while double arrows point to staining of epithelial cells of the adjoining renal tubular epithelia. (**B**) Double arrows point to strong staining for the monocyte chemoattractant protein (Mcp-1) in renal tubular epithelial cells (**C**) Staining for Nox-4 in tubular epithelial cells (**D**) Staining for Nox-2 in both tubular cells as well as interstitium and (**E**) general cytosolic staining for p47 in tubular epithelial cells.

## Discussion

Kyoto Encyclopedia of Genes and Genome (KEGG) pathway analysis of some 3000 genes per run (using a p-value <0.1 cut-off) was carried out for two different sets of genes, one cortex tissue-derived and the other medulla tissue-derived. In this way, we were able to compare the differential expression of renal tissue genes between rats exhibiting primarily hyperoxaluria/CaOx deposition and healthy non diseased rats. Using the pathway analysis of these 3000 gene sets by DAVID (Database for Annotation, Visualization of Integrated Discovery) enrichment analysis tool from National Institute of Allergy and Infectious Diseases (NIAID), we identified several pathways which were highly significant and unique within the experimental groups. Using four common genes whose proteins are well-documented to be differentially-expressed with development of calcium-oxalate urolithiasis (*Spp1, Ccl2, Mgp* and *Umod*), we were able to show that each gene exhibited an expected up-regulated or down-regulated expression corresponding to their reported protein expression.

Two of these gene products, Opn (encoded by *Spp1*) and Mcp-1 (encoded by *Ccl2*), are critical elements for the present study. Opn is an important protein component of stone matrix, thought to inhibit growth, nucleation and aggregation of calcium oxalate crystals under normal conditions [22], [45], [46]. Previous studies have shown that Opn expression in the kidneys was significantly increased due to hyperoxaluria and deposition of CaOx crystals [39]. Our results also showed an up-regulation of *Opn* transcripts in HLP fed rats. Opn is a ubiquitous protein associated with inflammation, cell proliferation and tissue remodeling after cell injury. Ox and CaOx crystals are toxic to renal epithelial cells [14], [16], [47], inducing the production of ROS-associated Opn which, in turn, modulates the adherence of CaOx crystals to renal epithelial cells. Not surprising, then, Opn is involved in activating a number of pathways, including focal adhesion maturation regulating cell-cell interactions and cell migrations. Mcp1/Ccl2, besides being a strong chemokine for monocytes and lymphocytes, is a general chemoattractant for inflammatory cells and an important factor in the renin/angiotensin/ROS pathway [43], [48]. The transcriptome data present herein support each of these roles.

Genes encoding proteins involved in the ROS pathway during development of hyperoxaluria and CaOx crystal deposition in the kidneys suggest two distinct molecular pathways that meld into a similar outcome. First, analyses of differentially-expressed genes from cortical and medullar sections of kidneys explanted from HLP-treated rats revealed similar activations of the multiple genes associated with assembly of NADPH oxidase complexes, as well as genes encoding upstream proteins indicating activation of the rennin/angiotensin/angiotensin receptor-2 signaling pathway(s). Interestingly, however, we also discovered the concomitant up-regulation of genes encoding both gp91*^Phox^* (Cybb or Nox2) and Nox4, two core proteins that define two distinct NADPH oxidase membrane complexes expressed on different tissues [49]. This latter finding has been further supported in our analyses of gene expressions in renal cortex and medulla tissues from kidneys extracted from rats exhibiting mostly hyperoxaluria versus hyperoxaluria with crystal depositions, where *gp91* and *Nox4* showed exclusive differential expressions (data not presented). Specifically, up-regulated *gp91* expression correlated in both the cortex and medulla tissues with CaOx crystal deposition, while *Nox4* expression best correlated in the medulla with hyperoxaluria. 

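The 95% interval of the HLP effect on Cybb, which encodes gp91Phox, ran from −0.33 to 0.34 on the log2 scale in the cortex and from −0.41 to 0.53 in the medulla. That on Nox4 ran from 0.23 to 1.26 in the cortex, for 1 gene at a time, and from −0.65 to 1.60 in the medulla. The fold of Nox4 in the cortex was 1.68, with an unadjusted p of 0.0112 from limma, and under the names of the log2 table the log2 fold change turns to −0.33. Its control mean holds control 4 at 8.805, an array nearer the medulla, where the next lowest control array has 9.748. Whether the effect differs between the tissues was tested directly: the difference of medulla and cortex was 0.06 (SE 0.26) for Cybb and −0.27 (SE 0.61) for Nox4, with adjusted p of 0.989 and 0.960. In the cortex 3 of 6 HLP arrays lay above the control mean for Cybb, and in the medulla 5 of 6 did for each gene.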

In any event, the presence of CaOx crystals in either renal cortex or medulla tissues was associated with a strong down-regulation of catalase (*Cat*) and superoxide dismutase (*Sod1*) gene expressions, two ROS scavenger enzymes, whose expressions are possibly determined by CaOx. We propose, therefore, that these preliminary data suggest at least two distinct molecular mechanisms are activated by hyperoxaluria and CaOx crystal depositions in the formation of renal NADPH oxidase complexes, but unraveling this will require further studies.

The fact that oxalate and CaOx crystals appear to induce strong ROS activation, especially in the absence of any concomitant up-regulation of ROS scavengers such as SOD and catalase, suggests the renal tissues during prolonged hyperoxaluria are bathed in free radicals and molecules with unpaired electrons, including superoxide anion (O_2_^–^), hydroxyl radical (OH), and hydrogen peroxide (H_2_O_2_). O_2_^−^ anions are produced by NADPH oxidases, xanthine oxidase, lipooxigenase, cyclooxygenase, hemeoxygenase, as well as a byproduct of mitochondrial respiration. While lipid radicals can also produce O_2_^−^, NO Radicals are produced by the endothelial nitric oxide synthase (eNOS) mediated oxidation of L-arginine. Not surprising, then, that the arginine/proline metabolism pathway is identified as an activated biological process by KEGG. In addition, reactions between superoxide and nitric oxide can produce the highly reactive peroxynitrite molecule, ONOO^−^. 

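Arg2, the mitochondrial arginase of the kidney, had a lower mean in the cortex of HLP-fed rats than in that of controls (7.06 ± 0.13 against 8.30 ± 0.96, SD, n = 6 each), a log2 fold change of −1.23 (SE 0.31, adjusted p = 0.105 from limma). Oat, which turns ornithine toward proline, had −0.49 (SE 0.13, adjusted p = 0.105), and Odc1, which turns it to putrescine, −1.33 (SE 0.39, adjusted p = 0.112). Of 21 genes of arginine and proline metabolism, limma called 0 over all probes in either tissue. Adjusted over the list alone, 1 was higher in the cortex, Sat1, which breaks down polyamines (0.28, SE 0.08), and 5 were lower, these 3 with Gamt (−0.62) and Agmat (−0.61), all named after their values were seen. Under the names of the log2 table the values of Arg2, Oat and Odc1 were −0.43, −0.03 and −0.38, and those of Sat1, Gamt and Agmat 0.05, −0.23 and −0.08. Of the 21 genes, 5 are higher in control medulla and 3 in control cortex. Over all probes, which are not independent replicates, HLP effects in the cortex were lower for genes higher in the medulla (r = −0.79). The falls therefore cannot be told apart from a smaller share of medulla in the HLP pieces of cortex. In the cortex 6 of the 21 genes were higher and 15 lower (median −0.07, adjusted p = 0.234 from camera), while fry gave an adjusted p of 0.0262 for change in either direction. In the medulla 9 were higher and 12 lower (adjusted p = 0.803 from camera).
Of 13 genes that handle hydroxyproline, glyoxylate and oxalate, limma called 0 in either tissue. In the cortex 9 were higher and 4 lower (median 0.06), and in the medulla 6 were higher and 7 lower. In HLP+Apocynin-fed rats against control, Oat fell in the cortex by a log2 fold change of −0.76 (adjusted p = 0.000963) and Odc1 by −1.49 (adjusted p = 0.0182), and both end under the names of the log2 table (adjusted p = 0.0549 and 0.217).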

Since oxidative stress ultimately leads to injury and inflammation, it is not surprising that additional biological processes identified in KEGG analyses include cellular recruitment, various inflammatory responses, cellular stress, apoptosis and functional compensations, as listed in Tables 1 and 2. While the present study focused specifically on the NADPH oxidase/ROS system that involves a relatively few genes (or gene sets), the listing of signaling pathways defined by KEGG indicate that hyperoxaluria *per se* and blocking of NADPH oxidase assembly by Apocynin activates a myriad of similar and dissimilar biological processes that reveals a high level of complexity. Sorting out the biological processes defined by genes within each of these signaling pathways will require additional analyses, most likely global analysis. Perhaps the more interesting observation of the present study, however, has been the effects of Apocynin treatment *per se* on the gene expression profiles in rat renal tissues induced *in vivo* by HLP, specifically, the full reversal of these up-regulated genes in renal tissues of HLP+Apocynin-fed rats irrespective of having no effect on reducing hyperoxaluria [30]. This observation is even more interesting if one considers the observed effects are seen at the level of transcription. 

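Clu, the chaperone of injured tubules, was up-regulated in HLP+Apocynin-fed rats against HLP-fed rats by a log2 fold change of 1.34 in the cortex (SE 0.28, adjusted p = 0.00373 from limma) and of 1.49 in the medulla (SE 0.30, adjusted p = 0.0161). In the cortex Rnase4, a secreted ribonuclease, rose by 0.92 (adjusted p = 0.0164), while Slc16a12, a creatine transporter of the proximal tubule, fell by a log2 fold change of −1.55 (SE 0.27, adjusted p = 0.000823), Timp3, an inhibitor of matrix proteases, by −1.04 (SE 0.20, adjusted p = 0.00228) and Sod2, the mitochondrial superoxide dismutase, by −0.31 (SE 0.09, adjusted p = 0.0303). In the medulla the complement gene C2 rose by 1.45 (adjusted p = 0.0249, and by 0.92 under the names of the log2 table), Col14a1 by 1.25 (0.32, adjusted p = 0.356, under those names), and Ghr, the growth hormone receptor, fell by a log2 fold change of −0.96 (adjusted p = 0.0221). Of the genes called in the cortex, 153 were called in the same direction in the medulla, where 46.3 are expected if the calls were independent, and 4 in the opposite one, where 46.6 are expected. Both tissues come from the same rats, and in both the 2 groups lie in different blocks. The calls are therefore not independent, and the excess is not evidence of a common effect of the drug. Tubular injury genes were higher against HLP-fed rats in the cortex (median log2 fold change 0.42, adjusted p = 0.00063 from camera, and adjusted p = 0.839 with an estimated correlation) and in the medulla (median 0.41, adjusted p = 0.00133, and 0.654 with an estimated correlation). The medians are 0.11 and 0.13 under the names of the log2 table, and the call in the cortex ends (adjusted p = 0.386 and 0.0301). Without the array named HLP+Apocynin 3 they are 0.22 and 0.19 (adjusted p = 0.00561 and 0.0147).
A reversal over all genes would give the effects of HLP and of HLP+Apocynin against control opposite signs. Both share the 6 control arrays, which alone gives them a positive covariance. In the cortex the covariance across probes, which are not independent replicates, was 0.0232 (r = 0.60), against a mean of 0.00549 in 20 simulations of unchanged groups with shared controls (−0.000809 to 0.0110), and 0.0167 with the controls split into separate sets of 3 over 10 splits. In the medulla it was 0.00554 (r = 0.22), against 0.00571 in the simulations (−0.00467 to 0.0158), and −0.00599 with the controls split. The covariance is 0.00638 in the cortex and 0.0172 in the medulla under the names of the log2 table, for which no simulation was made. In the medulla it was 0.0165 without the arrays nearer the other tissue, 0.0146 with median scaling and 0.0211 on the authors' log2 values, also without a simulation. The cortex arrays control 1, 3, 4 and 5 had Cyp2c11, a gene higher in the medulla, at 9.864 to 10.525. Every split leaves some of these on both sides. The split value therefore cannot separate their share of medulla from a common effect. From the reversal of the genes in Figs. 3 to 6 without a fall in hyperoxaluria, the paper draws attention to effects seen at the level of transcription, and leaves how apocynin affects it to further studies.

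**Figure D5:**
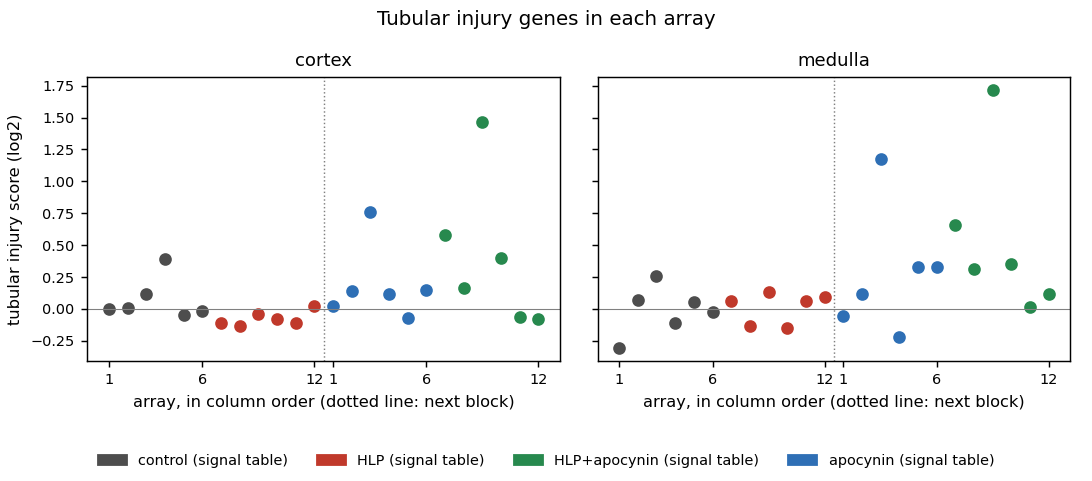
Score of tubular injury genes (y axis, mean over the genes of the log2 difference from the mean of the control and HLP arrays) in each of the 24 arrays of the cortex and of the medulla, in the order of the signal table (x axis) and colored by its groups. The highest scores, 1.46 in the cortex and 1.72 in the medulla, are those of the array named HLP+Apocynin 3.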

How Apocynin affects gene transcription will also require further studies.

**Table 2:** Functional annotation chart showing differentially-expressed pathways in renal medulla tissue comparing HLP+ Apocynin treated versus untreated control groups.

Category	Signaling Pathway	Count	Percentage	p-value	Benjamini
**KEGG_PATHWAY**	ErbB signaling pathway	14	1.9	1.5E-5	4.1E-2
**KEGG_PATHWAY**	TGF-beta signaling pathway	14	1.9	1.7E-3	3.5E-2
**KEGG_PATHWAY**	MAPK signaling pathway	28	3.7	4.7E-3	7.5E-2
**KEGG_PATHWAY**	Chemokine signaling pathway	20	2.7	6.6E-3	8.7E-2
**KEGG_PATHWAY**	Non-small cell lung cancer	9	1.2	1.2E-2	1.1E-1
**KEGG_PATHWAY**	Insulin signaling pathway	16	2.1	1.2E-2	1.1E-1
**KEGG_PATHWAY**	Focal adhesion	21	2.8	1.3E-2	1.1E-1
**KEGG_PATHWAY**	Complement and coagulation cascades	10	1.3	2.3E-2	1.7E-1
**KEGG_PATHWAY**	Gap junction	10	1.3	5.3E-2	2.7E-1
**KEGG_PATHWAY**	Fc epsilon RI signaling pathway	9	1.2	8.4E-2	3.7E-1
**KEGG_PATHWAY**	Chronic myeloid leukemia	17	2.3	6.7E-6	1.1E-3
**KEGG_PATHWAY**	Pathways in cancer	36	4.8	2.8E-4	2.3E-2
**KEGG_PATHWAY**	Cell cycle	19	2.5	4.7E-4	2.6E-2
**KEGG_PATHWAY**	Pancreatic cancer	13	1.7	7.2E-4	2.9E-2
**KEGG_PATHWAY**	Neutrophin signaling pathway	18	2.4	1.3E-3	4.2E-2
**KEGG_PATHWAY**	Lysosome	17	2.3	1.6E-2	3.6E-2
**KEGG_PATHWAY**	Sphingolipid metabolism	9	1.2	3.1E-3	5.5E-2
**KEGG_PATHWAY**	Acute myeloid leukemia	10	1.3	5.0E-3	7.3E-2
**KEGG_PATHWAY**	Renal cell carcinoma	11	1.5	7.6E-3	9.3E-2
**KEGG_PATHWAY**	Colorectal cancer	12	1.6	8.6E-3	9.7E-2
**KEGG_PATHWAY**	Small cell lung cancer	12	1.6	1.0E-2	1.1E-1
**KEGG_PATHWAY**	Fc gamma R-mediated phagocytosis	12	1.6	1.6E-2	1.3E-1
**KEGG_PATHWAY**	Prion disease	7	0.9	1.7E-2	1.3E-1
**KEGG_PATHWAY**	Notch signaling pathway	8	1.1	2.6E-2	1.8E-1
**KEGG_PATHWAY**	Glioma	9	1.2	2.8E-2	1.9E-1
**KEGG_PATHWAY**	Endometrial cancer	8	1.1	3.1E-2	2.0E-1
**KEGG_PATHWAY**	Endocytosis	20	2.7	3.2E-2	2.0E-1
**KEGG_PATHWAY**	P53 signaling pathway	9	1.2	4.3E-2	2.4E-1
**KEGG_PATHWAY**	Glycerolipid metabolism	7	0.9	4.6E-2	2.5E-1
**KEGG_PATHWAY**	T-cell receptor signaling pathway	12	1.6	6.2E-2	3.1E-1
**KEGG_PATHWAY**	Bladder cancer	6	0.8	6.2E-2	3.0E-1
**KEGG_PATHWAY**	Apoptosis	10	1.3	6.8E-2	3.1E-1
**KEGG_PATHWAY**	Prostate cancer	10	1.3	9.0E-2	3.8E-1
**KEGG_PATHWAY**	Toll-like receptor signaling pathway	10	1.3	9.0E-2	3.8E-1
**KEGG_PATHWAY**	mTOR signaling pathway	7	0.9	9.6E-2	3.9E-1

The gene heading indicates number of genes mapped to an ontology category. The first ten pathways are common in the cortex and the medulla. P-value derived from Fisher's exact test and Benjamini multiple test correlation.

Previous research has suggested that, based on the core protein(s) of Flavocytochrome b_558_, seven distinct isoforms of NADPH oxidase exist: Nox1 to Nox 5 and the structurally similar Duox1 and Duox2 molecules [50]. These various isoforms have different functions, e.g., Nox2 leads to respiratory burst of leukocytes and is involved in innate immunity, while Nox3 is needed for balance sensing and formation of otoliths. Furthermore, various isoforms are expressed in different cell types, e.g., Nox1 is expressed primarily in smooth muscle cells [51], with little or no expression in endothelial cells [52], while Nox2 has been reported to be expressed in endothelial cells [53] and adventitious fibroblasts [54]. On the other hand, Nox4, while strongly expressed in endothelial cells [55], is also found in both adventitial fibroblasts [54] and smooth muscle cells [56]. Studies have also shown that both Nox1 and Nox2 are expressed in plasma membranes, endosomes and caveolae [57], [58], while Nox4 has been shown to be localized in focal adhesions, the endoplasmic reticulum and the nucleus [58]–[61].

Considering the complex structure of the kidney, it is not surprising that there is also a wide distribution in various NADPH oxidase subunit expressions, including the multiple isoforms of Nox. ROS are produced by various cell types of the kidneys, such as tubular cells, endothelial cells, vascular smooth muscle cells, fibroblasts and podocytes [62]. Similarly, Nox isoforms, such as Nox4 and Nox1, along with other subunits of the NADPH oxidase complex, are known to be expressed in distal tubules, collecting ducts, glomeruli, renal vessels and macula densa [62], [63]. Previous research has shown that Nox1 is predominantly expressed in the colon [51], [64], Nox3 in the fetal kidney [65], Nox4 in the renal cortex and Nox5 in the spleen, with Duox1 and Duox2 restricted to the thyroid [62]. Nox 4 has also been shown to be the predominant Nox isoform widely distributed in the kidney in vasculature, glomeruli, mesangial cells and nephron segments [66], [67]. In line with these observations, the present study indicates that expressions of *Nox4* and *Nox1* are differentially-expressed in renal tissue during development of hyperoxaluria, whereas we did not find differential expression of *Nox3, Nox5, Duox1* and *Duox2* (data not shown).

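Duox2, an oxidase of the thyroid, was detected in 0 of 18 cortex and 0 of 18 medulla arrays. Nox3 was detected in 4 of 18 cortex arrays, too few to test, and in 11 of 18 medulla arrays, where its log2 fold change for HLP against control was −0.00 (SE 0.01, adjusted p = 1.0 from limma). Nox1, Nox5 and Duox1 were not analysed here. A wider list of NADPH oxidase genes outside the complex of Fig. 3, of which 5 were measured in the cortex, had an adjusted p from camera of 0.564 there and 0.706 in the medulla for HLP against control, with 0 genes called by limma.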

Lastly, one cautionary note must be considered in interpretation of the current data. Although analyses of transcriptome data are a powerful tool, it is also dependent on a number of variables, one of which is the starting tissue. 

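Slc5a2, the glucose transporter of the early proximal tubule, had a signal in control cortex above that in control medulla by 2.44 on the log2 scale (SE 0.56, adjusted p = 0.00143 from limma with the rat as a block). Slc13a1, a sulfate transporter of the same segment, differed by 2.07 (adjusted p = 0.000802) and Nphs1, the nephrin of podocytes, by 1.89 (adjusted p = 0.00145). Higher in the medulla were Slc14a2, a urea transporter of the inner medulla (−2.03, SE 0.58, adjusted p = 0.00726), Slc5a3, which takes up the osmolyte inositol (−1.52, adjusted p = 0.00266), and Aqp2, the water channel of the collecting duct (−0.83, SE 0.25, adjusted p = 0.0106). Of 22 proximal tubule markers, 10 were higher in cortex and 0 in medulla, and of 8 markers of podocytes and glomeruli 6 and 0. Of 11 genes of inner medulla osmolytes and urea, 1 was higher in cortex and 7 in medulla. Other segments went both ways: of 20 collecting duct markers 4 were higher in cortex and 6 in medulla. Of 13 markers of the thick ascending limb and distal tubule these were 5 and 4. Over all genes limma called 4174 of 12702 probes between control cortex and control medulla.
Each array was also correlated across probes with the mean of the other arrays of either tissue, where probes are not independent replicates. The cortex array named control 4 was closer to the medulla (r = 0.995) than to the cortex (r = 0.978). The medulla array of the same rat was closer to the cortex (0.997) than to the medulla (0.977), and so was the medulla array named apocynin 4 (0.996 and 0.979).

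**Figure D6:**
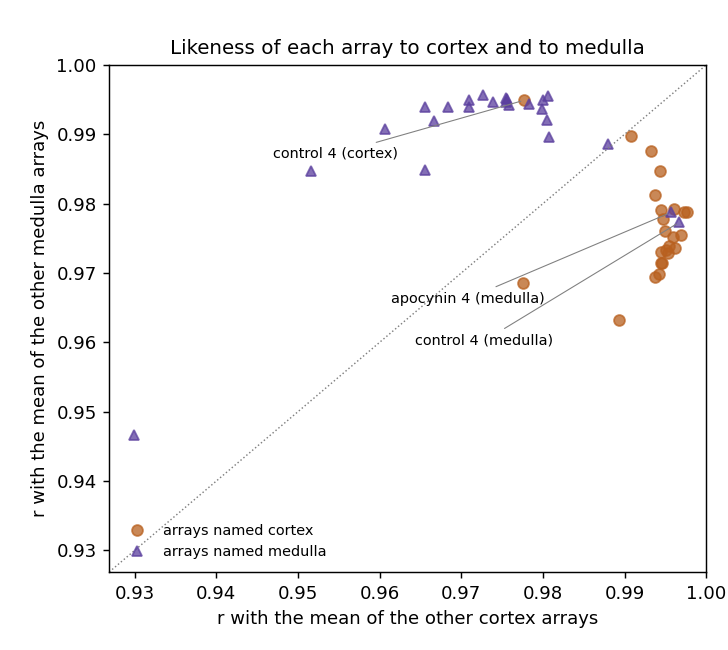
Correlation across probes of each of 48 arrays with the mean of the other cortex arrays (x axis) and of the other medulla arrays (y axis), with arrays named cortex as circles and arrays named medulla as triangles. 3 named arrays lie on the side of the other tissue.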

In the current study, it must be pointed out that dissection of the kidney into medulla and cortex is technically difficult, leading to the strong probability that each may have some contaminating cells derived from the other tissue fraction. Similarly, there was no attempt in the current study to isolate renal tissue from infiltrating neutrophils, a fact that no doubt affects the transcriptome data. Thus, assigning precise molecular mechanisms to specific tissues or regions will require more detailed studies. Nevertheless, an in-depth analysis of the genes that identify these specific biological pathways or cellular compartments should provide important up-stream and down-stream steps in renal tissue responses to hyperoxaluria, subsequent development of CaOx crystals and CaOx crystal depositions leading to an eventual onset of the inflammatory responses which clearly involve ROS production. 

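Markers of neutrophils could not be tested: 14 of the 16 genes written for them have a named probe and 0 were detected in enough arrays of either tissue. The markers of macrophages and monocytes, of which 14 were tested, had higher means in HLP+Apocynin-fed rats than in controls in 14 of 14 genes in the cortex (median log2 fold change 0.29) and 14 of 14 in the medulla (median 0.43). These medians are 0.14 and 0.15 under the names of the log2 table, and without the array named HLP+Apocynin 3 they are 0.13 and 0.13. Limma called 0 of them in either tissue. Between HLP and control, 8 of the 14 were higher and 6 lower in the cortex (median 0.02, adjusted p = 0.991 from camera), and camera gave an adjusted p of 0.803 in the medulla.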

Of clear importance, the current study provides strong evidence that multiple unique and similar changes are occurring in the renal tissues at the molecular and cellular level, whether the rats are treated with HLP or with HLP+Apocynin, despite minimal changes noted at the gross level. These observations raise the question whether apocynin is merely an inhibitor of NADPH oxidase complex assembly or a molecule with strong anti-oxidant inductive activities. Further analyses of the extensive transcriptome data may provide additional clues.

## Supporting Information

Figure S1 **Volcano plot of the comparison between HLP treated Vs Control for cortex and medulla.** Each point represents a gene. The x-axis represents the Log2 transformed fold changes and the y-axis represents the log10 transformed p-values. In our case, a log2 value of 1 means that the average gene expression level in group 2 has a two-fold positive change compared to that in the group 1. Comparison results having a p-value <0.01 is highlighted in red.
(TIF)

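Agt (log2 fold change −1.71, adjusted p = 0.105), Prkci (0.13, adjusted p = 0.113), Plcg2 (0.24, adjusted p = 0.133) and Prkcq (−0.86, adjusted p = 0.139) were the genes named in the paper with an unadjusted p under 0.01 from limma between HLP and control in the cortex, and none passed at an adjusted p under 0.05. In the medulla these were Prkcz (−0.36, adjusted p = 0.704) and Prkci (0.10, adjusted p = 0.704). By the log2 table's names Agt, Plcg2 and Prkcq have −0.35, 0.07 and −0.15 in the cortex and Prkcz 0.05 in the medulla. Agt, Prkcq and Prkci pass in the cortex with the 3 arrays per group that both tables put in the same group (adjusted p = 0.00256, 0.0263 and 0.0472). For Agt and Prkcq, which are higher in the medulla, this cannot be told apart from a smaller share of medulla in the HLP pieces of cortex. The methods' t-test over all probes of the table, on the log2 signals described above, counted 832 probes at an unadjusted p under 0.01 in the cortex and 441 in the medulla. Of these, 13 and 0 had a fold of at least 2. Between HLP+Apocynin and control it counted 2578 in the cortex and 1251 in the medulla, of which 24 and 21 had a fold of at least 2.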

How the deposited data were processed for this re-analysis (not part of the article)

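RNA of the renal cortex and medulla was measured on Illumina RatRef-12 BeadChips, in 6 rats for each of control, HLP, HLP+Apocynin and, in the sample labels only, apocynin. The authors deposited a table of probe signals, which are linear intensities read with a bead array reader and Genome Studio, with no background subtraction and no normalization. With each signal the authors deposited a detection p-value from Genome Studio, which compares the probe with the negative controls. The authors also deposited a table of log2 values. The methods state that intensities were log transformed and normalized between samples, and do not name the normalization. Set against the signal table, each column of log2 values is the log2 signal of 1 array, shifted and stretched along a straight line so that the 24 arrays of a tissue share 1 median and 1 interquartile range (largest residual 5e-05). How the probes on the tables were chosen from those on the chip is not given in the sources used here. Gene symbols came from the probe annotation given with the tables: 13650 probes have 1 symbol, 0 have several and 8576 have none, for 13278 genes in all. An entrez identifier led 13610 of these probes to the gene table of the rat, and 0 symbols changed.

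Conditions were taken from the names in the signal table. The log2 table gives 40 of 48 arrays another sample's name. The match between the columns of the tables rests on r = 1.0 for the matching column, against at most 0.997 for any other column and as little as 0.963 for the column of the same name. No chip or hybridization day is named in the files, so neither could enter a fit.

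Signals were background-corrected with nec of limma (normexp from the detection p-values, offset 16), quantile normalized over the 36 arrays of the paper, or over all 48 for comparisons with the apocynin group and for values of single arrays, and put on the log2 scale. Probes with a detection p-value under 0.05 in at least 6 arrays of the tissue were tested. For each tissue, limma (version 3.58.1 in R 4.3.3) fitted the groups with lmFit and eBayes with a trend of the variance on the mean signal, and p-values were adjusted by the method of Benjamini and Hochberg with a threshold of 0.05. The comparisons were HLP against control, HLP+Apocynin against control, HLP+Apocynin against HLP, apocynin against control, the difference of the apocynin effect with and without HLP, the difference of the HLP effect between the tissues, and control cortex against control medulla. For the last 2, both arrays of a rat were joined by duplicateCorrelation (statmod 1.5.0). The pairing was checked by the deviations of each array from its group: over 24 pairs the median r between the cortex and medulla arrays with the same group and number was 0.37 (lowest −0.79, highest 0.80), against −0.07 for other pairs, and 19 of 24 arrays were closest to their own partner. Arrays with the same number in different groups had a median r of 0.03 in the cortex and −0.06 in the medulla.

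Lists of genes were tested as sets with camera (preset correlation 0.01, and with an estimated correlation) and with fry, on the probe of highest mean signal of each gene, adjusted over the lists of a comparison. Of 36 lists, 3 hold genes that the paper names for its pathways and 35 had genes to test. KEGG pathway tables were not used here, so the lists stand for their topics. The comparisons, the lists, the first group of alternatives below and the rule for named genes were set before the data were examined. Genes named in the text are every gene the paper names, apart from some that are not reported here; for each tissue and each of the first 3 comparisons, up to 8 genes of largest rise and 8 of largest fall at adjusted p under 0.05 whose 6 arrays all lie on 1 side of the other group's mean; up to 2 risen and 2 fallen members of each list with the smallest adjusted p; and for the apocynin comparisons, the 4 with the smallest adjusted p each way. Genes named outside this rule are marked as named after their values were seen.

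The effects of HLP and of HLP+Apocynin share their controls. Their covariance across probes was set against 20 simulations of unchanged groups and recomputed with the controls split. Counts were also made for up to 100 other splits of the arrays. Alternatives were no background correction, median scaling, quantile normalization over other sets of arrays, other filters, the authors' processed values, a fit on the 12 arrays compared, the replicate number as a block, and the t-test of the methods. Further alternatives, chosen after seeing the data, were the names of the log2 table, the arrays whose group is the same in both tables, and leaving out doubted arrays. Correlations of scores across rats were tested with 100000 permutations. The fit with limma, the t-test of the methods and camera were tested on simulated data made from the real arrays of HLP and control: of probes changed 2-fold, limma recovered 94 of 100 in each tissue, with 12 unchanged probes called in the cortex and 7 in the medulla, and the t-test of the methods recovered 91 of 100 in each, with 8 and 6. In each tissue camera called the 1 list that had been moved and 0 others. Tables were joined and tested with Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9). The histology and urine measures of the paper were not analysed here.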

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

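Every test of the 3 patterns below was chosen after the result was seen, apart from the pairing of rats in the first pattern. The counts over other splits of the arrays were planned.

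The first pattern is that the deposited tables name the same arrays differently. An alternating order of names against a grouped order accounts for it: 48 of 48 arrays follow that rule, the groups of a block taking turns in the log2 table where the signal table lists 6 arrays of 1 group and then 6 of the other. Tissues exchanged between the tables are excluded, since 0 arrays change tissue. Whether the signal table has the right names cannot be told apart from the reverse, because the tables join the same cortex and medulla arrays into rats (0 rats are paired differently), so the likeness of a rat's pieces favors neither. No biological explanation was tested.

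The second pattern is that tubular injury genes are higher in part of the arrays given apocynin. A difference between the blocks of arrays cannot be told apart from other causes: 4 of the 12 cortex arrays and 7 of the 12 medulla arrays of the apocynin block exceed the highest array of the other block (scores 0.39 in the cortex, an array named control 4, with the next at 0.119, and 0.26 in the medulla), and a shift of all 12 that is smaller than the spread of the other block would leave some below it too. A state of the rat may account for it: over the 12 rats of that block the scores of cortex and medulla gave r = 0.928 (permutation p = 0.00016, adjusted p = 0.0004 over 10 relations) and rho = 0.755 (permutation p = 0.00611, adjusted p = 0.0139), and r = 0.646 without the 2 farthest rats (permutation p = 0.0437, adjusted p = 0.0874), so part of the relation rests on those, named apocynin 3 and HLP+Apocynin 3. In the 12 rats of the control and HLP block r was −0.000399 (permutation p = 0.999) and rho 0.294. HLP as the cause in rats named HLP+Apocynin cannot be told apart from a cause in single rats, since the fewest arrays named apocynin above the other block, over tissues and namings, is 1.

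The third pattern is that cortex genes appear in medulla arrays and outer medulla genes in cortex arrays. An exchange of the cortex and medulla pieces of 1 control rat is a candidate explanation for part of it, since 2 of 2 pieces of the rat named control 4 are nearer the other tissue, and exchanging them raises the count between control tissues from 4174 to 4734 probes (next highest 2722 of 32 arrangements). How much of the other tissue each piece holds may explain more: without the arrays nearer the other tissue, genes higher in the medulla than in the cortex of the apocynin arrays still had lower HLP effects in the cortex across probes, which are not independent replicates (r = −0.68, and −0.79 with all arrays; under the names of the log2 table −0.43 and −0.07). With the HLP effect in the medulla the same r was −0.42, and 0.05 with all arrays (0.02 and −0.45 under the names of the log2 table), so the medulla is left open. An effect of HLP on these genes cannot be told apart from this: 0 probes were called for HLP under both namings, and 0 under either, so this count decides nothing.

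Some single arrays stood far from the other 5 of their group: of 228 groups (38 genes in 6 groups) 23 had such an array, where chance gives about 1 in 20, and 6 of them are on control 4. In the cortex these log2 signals were 13.106 for Spp1 in control 4 (nearest array 11.951), 13.216 for Cyba in HLP 2 (13.124), 7.084 for Src in HLP 3 (6.845), 7.152 for Agt in HLP+Apocynin 2 (6.815), 8.083 for Prkce in HLP+Apocynin 5 (7.426) and 7.551 for Ccl2 in HLP+Apocynin 3 (6.677), each the highest of its group, and 6.441 for Tnf in HLP+Apocynin 4, the lowest (6.485). In the medulla of control 4 they were 7.224 for Agt, the lowest (9.451), and 7.245 for Plcg2 (7.067), 7.596 for Prkce (6.922), 6.867 for Src (6.6) and 12.311 for Mgp (11.586), each the highest. In the medulla of control 1 Spp1 was lowest at 10.71 (12.308) and Ccl2 lowest at 6.521 (6.672). Of the HLP medulla arrays, Cat was lowest in HLP 3 at 12.405 (12.57) and Sod1 highest there at 13.641 (13.474), while in HLP 2 Src was highest at 6.717 (6.604) and Spp1 lowest at 12.49 (12.952). In the medulla of HLP+Apocynin 3, Cat was lowest at 11.179 (12.541) and Sod1 lowest at 12.968 (13.317), and Plcg2 at 7.64 (7.151), Prkcb at 9.003 (7.539) and Ccl2 at 8.547 (6.879) were the highest.

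The HLP effect differed between the tissues for 1 probe with no gene symbol, by −0.28 on the log2 scale (medulla minus cortex, SE 0.05, adjusted p = 0.0457). Chance cannot be excluded for this count of 1, since 8 of 100 splits have a count as large and the highest other is 133, and a split that calls so many more probes than the real one points to a structure of the samples.

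Rats given apocynin without HLP, which the paper does not analyse, differed from controls at 2056 of 12268 probes in the cortex (1149 up, 907 down) and 854 of 11972 in the medulla (340 up, 514 down). Chance is excluded in both, since the highest other of 100 splits gave 509 and 2. The smallest adjusted p in the cortex was that of Myct1, a target of Myc in endothelium, at 6.86 ± 0.04 against 6.58 ± 0.03 (SD, n = 6 each, log2 fold change 0.28, adjusted p = 5.34e-09, 6 of 6 arrays higher), and Sugct, a mitochondrial transferase, fell by 0.90 (SE 0.13, adjusted p = 4.62e-05). In the medulla Dgka, a diacylglycerol kinase, rose by 0.74 (SE 0.10, adjusted p = 0.000477) and Rbm42, an RNA-binding protein, fell by 0.54 (adjusted p = 1.86e-05, 6 of 6 arrays lower). Control and apocynin arrays lie in different blocks, so the drug and the block cannot be told apart.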

How the results depend on the processing

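Tests under the value table names, with agreed arrays, without arrays nearer the other tissue and without the arrays high in injury genes were chosen after seeing the data; the others were planned. Values in parentheses after a comparison are its count as reported. Unless a cause is given, the cause was not tested.

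HLP against control called 0 probes under each planned fit with limma in both tissues, under the value table names and without either set of doubted arrays. With agreed arrays (3 against 3) it called 651 in the cortex and 0 in the medulla, the methods' t-test with Benjamini-Hochberg adjustment called 1 in the cortex, at the volcano threshold it counted 691 in the cortex and 301 in the medulla, and with a fold of at least 2 added 13 in the cortex. That threshold uses unadjusted p-values, which makes the counts larger by construction. The 10 splits of agreed arrays are too few to test (highest other 0 in the cortex, 1 in the medulla). Probes higher in the medulla had lower HLP effects in the cortex of these arrays (r = −0.65). The 651 calls therefore cannot be told apart from a difference in tissue share.

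With no detection filter, 2518 probes were called for HLP+Apocynin against control in the cortex (1295), 3260 against HLP (1664), 3992 for apocynin against control (2056), and 290 for HLP+Apocynin against HLP in the medulla (705). With agreed arrays, which are fewer, the cortex counts were 695, 805 and 949, those in the medulla 250 for HLP+Apocynin against control (677), 13 against HLP and 141 for apocynin (854), and 69 probes differed in the apocynin effect with and without HLP in the cortex (0). Median scaling gave 1668, 9 and 384 in the medulla, with 82 up and 1586 down for HLP+Apocynin against control, 1 up and 8 down against HLP, 56 up and 328 down for apocynin, and 489 up and 1189 down against HLP in the cortex. The authors' processed values, under their own names, gave 211 for HLP+Apocynin against HLP and 1509 for apocynin in the medulla, and in the cortex 775 up and 1256 down for apocynin. Only the 12 arrays of the 2 groups gave 135 and 423 for HLP+Apocynin against control and against HLP in the medulla. The methods' t-test with Benjamini-Hochberg adjustment gave 800 in the cortex for HLP+Apocynin against control and 177 and 358 in the medulla. At the volcano threshold it counted 1156 in the medulla against HLP, and with 2-fold added 24, 8 and 20 in the cortex and 21, 21 and 8 in the medulla, which a larger fold makes smaller by construction. The value table names gave 1052, 380 and 1833 in the medulla, and leaving out the arrays nearer the other tissue 1212 for HLP+Apocynin against control.

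The replicate block, which takes rats of 1 number as a set although the pairing check found none across groups, gave 364 and 334 in the medulla for HLP+Apocynin against control and against HLP, and 1 probe for the apocynin effect with and without HLP in the cortex. Of the 7 NADPH oxidase genes, 1 was called for HLP+Apocynin against control in the medulla without arrays nearer the other tissue (Cyba, log2 fold change 0.94, adjusted p = 0.0482), and 0 in the other settings.

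The covariance in the cortex (0.0232) was 0.0125 with no detection filter, 0.0103 on the authors' processed values, 0.00638 with value table names and 0.0382 with agreed arrays. In the medulla (0.00554) it was 0.0146 with median scaling, 0.00296 with no detection filter, 0.0211 on the authors' processed values, 0.0172 with value table names, 0.0279 with agreed arrays, 0.0165 without arrays nearer the other tissue and 0.00855 without the arrays high in injury genes.

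Where the HLP effect differs between the tissues (1 probe), 0 were called with no background correction, quantile normalization within each tissue, no detection filter, no replicate block for the pairing, or without either set of doubted arrays, 2 with median scaling or the authors' processed values, 12 with value table names and 182 with agreed arrays. Between control cortex and medulla (4174; 1969 higher in cortex, 2205 lower) median scaling called 8072 (1139 and 6933), quantile normalization within each tissue 10886 (149 and 10737), the authors' processed values 10019 (401 and 9618), no detection filter 6267, only the 12 arrays of the 2 groups 1722, and the methods' t-test 2309, 2387 at the volcano threshold and 21 with 2-fold added. The median of all genes shifts by −0.14, −0.22 and −0.40 on the log2 scale in the first 3 of these, toward lower in the cortex. Of 210 list tests 29 were called, 49 with median scaling and 13 with value table names.

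On the authors' processed values 4 named genes of the medulla turned: Atp6ap2 against control (0.061, adjusted p = 0.812), and Aqp1 (0.027), Cox5a (0.046) and Atp5f1d (0.087) against HLP. Of 386 values of named genes, the number that kept direction and side of the threshold was 383 with quantile normalization within each tissue, 382 with no background correction, 371 of 372 with detection in every array of a group, 370 of 370 with quantile normalization over 48 arrays, 355 with no detection filter, 344 with the replicate block, 318 with median scaling, 299 of 380 on the 12 arrays, 283 on the authors' processed values, 277 by the methods' t-test, 291 with value table names, 268 with agreed arrays, 366 of 385 without arrays nearer the other tissue and 345 without the arrays high in injury genes. Not run were a block for the slide, which the files do not name, and for interactions a fit on 12 arrays or the methods' t-test.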

Differences from the paper's values

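Tests under the names of the log2 table, with agreed arrays and without arrays nearer the other tissue were chosen after the values were seen. The other alternatives were set before the data were examined.

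The paper reports 3302 genes in the cortex and 2894 in the medulla between control and HLP-fed rats, and 3000 and 2505 between control and HLP+Apocynin-fed rats, at a 2-fold change, without a stated p-value threshold or adjustment. At adjusted p under 0.05 and a fold of at least 2 the counts of probes here were 0, 0, 53 and 24. All 12 alternatives set beforehand differ from the paper's counts too, in all 4 comparisons. For HLP+Apocynin against control those with a 2-fold limit ranged from 5 to 67 in the cortex and from 8 to 41 in the medulla. The methods' t-test at the volcano threshold without a fold limit gave 1297 and 875, while limma without a fold limit gave up to 2518 in the cortex (no detection filter) and up to 1668 in the medulla (median scaling). Over all probes and with no fold limit, the methods' t-test counted 3158 in the cortex and 1675 in the medulla for HLP against control at an unadjusted p under 0.05, beside the paper's 3302 and 2894, and 5505 and 3461 for HLP+Apocynin against control, beside 3000 and 2505. At a fold of at least 2, whatever the p-value, 55 and 5 probes passed for HLP against control. The paper also gives some 3000 genes for each pathway analysis at p under 0.1, where the methods' t-test counted 4978 in the cortex and 2946 in the medulla for HLP, and 7569 and 5374 for HLP+Apocynin.

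Figs. 3 to 6 show log10 ratios against control. Of 72 such values, 68 differ from those here, and 26 have the same sign. A value counts as differing if its sign is opposite, whatever its size, or if the gap exceeds the larger SD of the compared groups. Small values of opposite sign therefore count as well, although the bars were read by eye. Below, each gene is given for HLP in the cortex, HLP+Apocynin in the cortex, HLP in the medulla and HLP+Apocynin in the medulla, on the log10 scale. Each difference holds under every alternative set beforehand that gives a value, apart from those named. Of the 4 values that do not differ, 2 are those of Nox4 for HLP, and the others are those of Agtr1a and Spp1 for HLP in the medulla.

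Cybb stood at about 0.8, about −0.14, about 0.44 and about −0.28 (in that order) in Fig. 3, read by eye, as the paper's values, and at 0.0011, 0.101, 0.0177 and 0.148 here. The paper's Fig. 3 shows Nox4 at about −0.14 and about −0.4 (HLP+Apocynin in the cortex and HLP+Apocynin in the medulla), read by eye, and the values here were 0.116 and 0.11. The difference for HLP+Apocynin in the cortex closes with the authors' processed values. For Cyba the values here were 0.0551, 0.0532, 0.0571 and 0.189 (in that order), and the paper's, read by eye from Fig. 3, are about 0.82, about −0.2, about 0.82 and about −0.28. In Fig. 3, read by eye, Rap1a has about 0.61, about −0.04, about 0.41 and about −0.02 (in that order) as the paper's values, where −0.0351, 0.00288, 0.0168 and 0.0262 were computed here. The difference for HLP+Apocynin in the cortex closes with the authors' processed values and that for HLP+Apocynin in the medulla with median scaling. Ncf4 stood at about 0.17, about −0.05, about 0.28 and about −0.2 (in that order) in Fig. 3, read by eye, as the paper's values, and at −0.00389, 0.0114, −0.00471 and 0.0206 here. The paper's Fig. 3 shows Ncf1 at about 0.75, about −0.38, about 0.49 and about −0.35 (in that order), read by eye, and the values here were −0.0201, 0.0544, −0.0418 and 0.0519. For Cat the values here were 0.0337, 0.0159, 0.0772 and 0.0343 (in that order), and the paper's, read by eye from Fig. 3, are about −0.59, about 0.09, about −0.34 and about 0.4. In Fig. 3, read by eye, Sod1 has about −0.4, about 0.21, about −0.42 and about 0.29 (in that order) as the paper's values, where −0.00262, −0.0174, −0.0214 and −0.0817 were computed here.

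Agt stood at about 1.1, about −1.2, about 0.49 and about −0.5 (in that order) in Fig. 4, read by eye, as the paper's values, and at −0.514, −0.51, 0.155 and 0.159 here. The paper's Fig. 4 shows Agtr1b at about −0.48, about −0.49, about −0.42 and about −0.36 (in that order), read by eye, and the values here were 0.0164, −0.0192, 0.0332 and 0.0032. For Agtr1a the values here were 0.0545, 0.0306 and 0.129 (HLP in the cortex, HLP+Apocynin in the cortex and HLP+Apocynin in the medulla), and the paper's, read by eye from Fig. 4, are about −0.27, about −0.03 and about −0.5. The difference for HLP+Apocynin in the cortex closes with the authors' processed values.

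In Fig. 5, read by eye, Src has about 0.66, about −0.12, about 0.46 and about −0.2 (in that order) as the paper's values, where 0.0295, 0.0164, −0.0041 and −0.0134 were computed here. Ptk2b stood at about 0.72, about −0.23, about 0.49 and about −0.38 (in that order) in Fig. 5, read by eye, as the paper's values, and at −0.00588, 0.0534, −0.0456 and −0.115 here. The paper's Fig. 5 shows Mapk14 at about 0.24, about −0.23, about 0.14 and about −0.13 (in that order), read by eye, and the values here were −0.0339, −0.0078, −0.0266 and −0.0746. The difference for HLP+Apocynin in the medulla closes with median scaling.

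For Spp1 the values here were 0.0149, 0.273 and 0.183 (HLP in the cortex, HLP+Apocynin in the cortex and HLP+Apocynin in the medulla), and the paper's, read by eye from Fig. 6, are about 0.71, about −0.15 and about −0.13. In Fig. 6, read by eye, Ccl2 has about 0.41, about −0.36, about 0.45 and about −0.32 (in that order) as the paper's values, where 0.0171, 0.0445, 0.0322 and 0.0986 were computed here. Mgp stood at about 0.41, about −0.31, about 0.72 and about −0.61 (in that order) in Fig. 6, read by eye, as the paper's values, and at −0.0211, 0.147, 0.00898 and 0.238 here. The paper's Fig. 6 shows Umod at about −0.4, about 0.17, about −0.6 and about 0.19 (in that order), read by eye, and the values here were −0.0544, −0.0961, 0.00199 and −0.0122.

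The paper states that Agtr2 was up-regulated, and its probe was detected here in 0 of 18 arrays of each tissue. The paper states that Agt was up-regulated in the HLP-fed rats, and here its log2 fold change in the cortex was −1.71, called with agreed arrays (−2.03, adjusted p = 0.00256). Agt is higher in the medulla, so this fall cannot be told apart from a smaller share of medulla in the HLP pieces of cortex. The paper states that Nox1 was differentially-expressed, and Nox1 was not analysed here. It describes Opn as down-regulated in HLP+Apocynin-fed rats, while here Spp1 had a higher mean than in controls in the cortex. Spp1 was not called with all arrays under the names of the signal table. It was called under the names of the log2 table (1.11, adjusted p = 0.0195) and on the authors' processed values (1.06, adjusted p = 0.0106). Without arrays nearer the other tissue it was called too (1.18, adjusted p = 0.0325). Cyba, called here without arrays nearer the other tissue, was higher in the medulla of HLP+Apocynin-fed rats. Cyba is higher in the cortex, so this rise cannot be told apart from a larger share of cortex in these pieces of medulla. For HLP+Apocynin against control, limma with all arrays called Agt and Itpr3 lower in the cortex, and Prkcz and Ptk2b in the medulla. These have the paper's direction, and apart from Itpr3 they end under the names of the log2 table. The fall of Agt cannot be told apart from a smaller share of medulla either. Cat, called higher in the medulla without HLP+Apocynin 3, has the paper's direction too. Umod in the cortex and Sod1 in the medulla were called lower with all arrays, against the paper's direction. Of the genes the paper describes as up-regulated by HLP, 0 were called here by limma. Prkci is higher in the cortex with agreed arrays (0.20, adjusted p = 0.0472), the 1 protein kinase C gene that any setting calls in the paper's direction for HLP. The values for Nox4 have the paper's sign for HLP in both tissues under the names of the signal table, and under those of the log2 table the one in the cortex turns (−0.33).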

Other observations

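The tests of HLP+Apocynin against apocynin and of both apocynin groups against both groups without it were chosen after the values were seen. The counts over other splits and the interaction were planned.

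Whether chance groupings of arrays give counts as high was checked by other splits of the arrays, 100 for each comparison of groups. It is excluded for HLP+Apocynin against control in the cortex (1295 probes, highest other 8) and against HLP in the cortex (1664, highest other 332). Against HLP in the medulla (705) no other split reached the count, and the highest, 633, came near it. For HLP+Apocynin against control in the medulla (677), 2 of 100 splits were as large, the real one included, and the other gave 843. That share is low, but a split of the same arrays can give such a count, so chance is not excluded. The samples hold a structure apart from the groups. For HLP against control in either tissue (0, highest other 0) and for the 7 NADPH oxidase genes in the 4 comparisons with control (0, highest other 1 in the medulla for HLP+Apocynin and 0 in the others) the splits test nothing, since all 100 reach a count of 0.

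The difference of the apocynin effect with and without HLP called 0 probes by limma in the cortex (2058 at an unadjusted p under 0.05, highest other split 2) and 0 in the medulla (256, highest other split 8), where the splits again test nothing. HLP+Apocynin against apocynin called 0 probes by limma in the cortex (856 at an unadjusted p under 0.05) and 0 in the medulla (723). It called 7 in the cortex, all lower, with agreed arrays (3 against 3), and 1 in the medulla without the arrays high in injury genes. Of the probes called for HLP+Apocynin against control, 948 of 1295 in the cortex and 370 of 677 in the medulla were also called for apocynin against control in the same direction. These comparisons share the 6 control arrays and the difference between the blocks, and no count for groups without an effect was computed, so the overlap is not evidence of a common effect of the drug.

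Both apocynin groups differed from both groups without it at 3282 probes in the cortex (1606 up, 1676 down) and 2799 in the medulla (1224 up, 1575 down). The methods' t-test with the same adjustment called 1948 probes in the cortex and 663 in the medulla for apocynin against control. Fibrosis genes were up in both tissues by camera with the preset correlation (adjusted p = 0.00997 in the cortex and 0.00148 in the medulla), and not with the estimated correlation (adjusted p = 0.991 and 0.904). These counts hold a difference between the blocks of arrays as well as any effect of the drug.

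Control cortex against control medulla called 4174 probes. Of 32 ways to exchange the pieces of the 6 control rats, the 1 that exchanges those of control 4 gave 4734, and the next highest after the real one gave 2722. By this count alone, 2 of 32 as large, chance is not excluded. The higher arrangement differs by 1 rat, whose pieces are both nearer the other tissue. Of the marker lists set beforehand, those of the proximal tubule, podocytes and inner medulla argue against chance for their genes. Of 22 proximal tubule markers 10 were higher in cortex and 0 in medulla. Of 8 podocyte and glomerulus markers these were 6 and 0, and of 11 inner medulla genes 1 and 7. Collecting duct markers (4 and 6 of 20) and those of the thick ascending limb and distal tubule (5 and 4 of 13) went both ways.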
